# Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock

**DOI:** 10.1101/gr.217521.116

**Published:** 2017-06

**Authors:** François Mange, Viviane Praz, Eugenia Migliavacca, Ian M. Willis, Frédéric Schütz, Nouria Hernandez, the CycliX Consortium

## Abstract

RNA polymerase III (Pol III) synthesizes short noncoding RNAs, many of which are essential for translation. Accordingly, Pol III activity is tightly regulated with cell growth and proliferation by factors such as MYC, RB1, TRP53, and MAF1. MAF1 is a repressor of Pol III transcription whose activity is controlled by phosphorylation; in particular, it is inactivated through phosphorylation by the TORC1 kinase complex, a sensor of nutrient availability. Pol III regulation is thus sensitive to environmental cues, yet a diurnal profile of Pol III transcription activity is so far lacking. Here, we first use gene expression arrays to measure mRNA accumulation during the diurnal cycle in the livers of (1) wild-type mice, (2) arrhythmic *Arntl* knockout mice, (3) mice fed at regular intervals during both night and day, and (4) mice lacking the *Maf1* gene, and so provide a comprehensive view of the changes in cyclic mRNA accumulation occurring in these different systems. We then show that Pol III occupancy of its target genes rises before the onset of the night, stays high during the night, when mice normally ingest food and when translation is known to be increased, and decreases in daytime. Whereas higher Pol III occupancy during the night reflects a MAF1-dependent response to feeding, the rise of Pol III occupancy before the onset of the night reflects a circadian clock-dependent response. Thus, Pol III transcription during the diurnal cycle is regulated both in response to nutrients and by the circadian clock, which allows anticipatory Pol III transcription.

Physiological processes and behavior are subjected to rhythms generated by a circadian timing system that coordinates them with cycles of day and night and allows the anticipation of daily changes (Bass and Takahashi 2010; Dibner and Schibler 2015). At the core of this timing system is a cellular circadian clock, which consists of interconnected transcriptional and translational feedback loops (Cermakian and Sassone-Corsi 2000; Lowrey et al. 2000; Reppert and Weaver 2002; Kim et al. 2014; Partch et al. 2014). The main drivers of the clock are the transcription factors CLOCK and ARNTL (also known as BMAL1), which activate transcription of clock-controlled genes (CCGs) by binding as heterodimers to E-boxes located within their promoters (Gachon et al. 2006; Ukai-Tadenuma et al. 2008; Koike et al. 2012; Crane and Young 2014). Among the CCGs, activated transcription of the *Per* and *Cry* gene families leads to the gradual accumulation of PER and CRY proteins; when these proteins reach a certain level, they heterodimerize and translocate into the nucleus, where they inactivate the CLOCK/ARNTL dimer and thereby repress transcription of their own genes. The degradation of PER and CRY proteins then allows CLOCK/ARNTL-dependent transcription to resume, resulting in a self-perpetuating feedback loop (Asher and Sassone-Corsi 2015). The loop is further stabilized by the ROR and NR1D1/2 proteins, which respectively activate and repress *Arntl* transcription (Preitner et al. 2002), and is fine-tuned by post-translational modifications (Lowrey and Takahashi 2000; Asher et al. 2008).

At the organismal level, the cellular clocks are hierarchically organized. The clocks located in the approximately 20,000 neurons of the suprachiasmatic nucleus (SCN) in the ventral hypothalamus tick in concert and constitute an autonomous, central pacemaker, which can be reset by a photic input pathway from the retina (Ralph et al. 1990). This central pacemaker in turn entrains clocks in peripheral organs through a variety of neuronal and humoral outputs (Yamazaki et al. 2011; Schibler et al. 2016). However, peripheral clocks are also controlled by other clues; notably, the liver clock can be entrained by the nutrient response (Damiola et al. 2000; Dibner et al. 2010; Yamazaki et al. 2011). Thus, in animals subjected to a feeding schedule that differs from normal feeding conditions, such as daytime feeding for mice, the liver clock, but not the SCN clock, slowly shifts to a new phase determined by the imposed feeding schedule (Damiola et al. 2000; Stokkan et al. 2001; Le Minh et al. 2002; Panda et al. 2002).

The circadian clock imposes rhythmic transcription on a large set of CCGs; these rhythmic gene sets differ from tissue to tissue (Zhang et al. 2014), consistent with tissue-specific transcription factors cooperating with core clock transcription factors, such a CLOCK/ARNTL, to direct different transcription programs. However, rhythmic gene expression is not necessarily imposed at the level of transcription; in the mouse liver, rhythmic transcription can give rise to flat mRNA levels, and constant transcription can give rise to rhythmic mRNAs (Koike et al. 2012; Le Martelot et al. 2012). Further, rhythmic proteins can arise from nonrhythmic mRNAs, for example, through rhythmic translation (Reddy et al. 2006; Mauvoisin et al. 2014; Atger et al. 2015; Janich et al. 2015). Global translation is in fact rhythmic in mice, as the fraction of ribosomes in polysomes is slightly elevated during waking hours and decreases in the middle of the day. This results, at least in part, from rhythmic expression and activation of components of the translation initiation complex and the ribosome machinery (Jouffe et al. 2013), produced from RNA polymerase II (Pol II)-transcribed genes for the protein components and from Pol I genes for the large ribosomal RNA components.

The translation machinery is not only comprised of Pol II and Pol I products, but also of the 5S RNA component of ribosomes and of tRNAs, all produced by Pol III. Pol III further contributes to translation by synthesizing RNA molecules involved in the maturation of components of the translation machinery, for example *Rpph1* RNA (RNase P RNA), required for maturation of pre-tRNA, and *Rmrp* RNA (MRP RNA), required for maturation of the large ribosomal RNAs (Dumay-Odelot et al. 2010). In higher eukaryotes, Pol III transcription is regulated by several activators and repressors, among them MYC, RB1 and other pocket proteins, TRP53, PTEN, and MAF1 (White 2004, 2008; Bhargava et al. 2013). MAF1, a regulated phosphoprotein conserved from yeast to human (Pluta et al. 2001), represses Pol III transcription in response to diverse cellular and environmental stresses and nutrient deprivation (Upadhya et al. 2002; Reina et al. 2006; Johnson et al. 2007; Cieśla and Boguta 2008; Michels et al. 2010). In mammalian cells, MAF1 is directly phosphorylated by the mammalian TOR kinase complex 1 (mTORC1), and repressing conditions such as serum deprivation and alkylating DNA damage lead to MAF1 dephosphorylation and increase its localization to actively transcribed Pol III genes. Subsequently, Pol III occupancy at many Pol III loci is reduced (Shor et al. 2010; Michels 2011; Kantidakis et al. 2012; Orioli et al. 2016). TORC1 is part of the insulin signaling pathway and constitutes a sensor of nutrient availability; MAF1 may thus serve to adapt Pol III transcription to nutrient availability. Whether Pol III transcription is subjected to diurnal regulation, and the role that MAF1 might play in such regulation, has yet to be determined.

Here, we explored whether Pol III occupancy of its target genes, which reflects transcription activity (Orioli et al. 2016), varies during the diurnal cycle, and we examined the contributions of the circadian cycle and the nutrient response as well as the role of MAF1 in this regulation.

## Results

To assess the contributions of the diurnal cycle and the feeding–fasting cycle to the regulation of Pol III transcription, we sought to disentangle the effects resulting from each of these cycles. We compared liver samples collected every 4 h from wild-type mice (WT, control), mice arrhythmic lacking the *Arntl* gene (*Arntl* KO) (Bunger et al. 2000; McDearmon et al. 2006), and wild-type mice fed at frequent and regular intervals during the entire diurnal cycle (hereafter referred to as “constantly fed” [CF]). All mice were kept under a 12-h light/12-h dark cycle, and both control and *Arntl* KO mice were fed only during the night to avoid any confounding effects resulting from altered feeding behavior in the *Arntl* KO (Fig. 1A). CF mice were housed in special cages that allowed adjustment of food availability; chow powder was sequestered in a compartment closed by a mechanical door, which could be programmed to open at any frequency and for any length of time (Supplemental Fig. S1A). Preliminary experiments led to the regimen described in Methods, in which after a training period, mice consumed food at constant intervals during both day and night without losing weight over the course of the experiment (Supplemental Fig. S1B,C).

**Figure 1.**
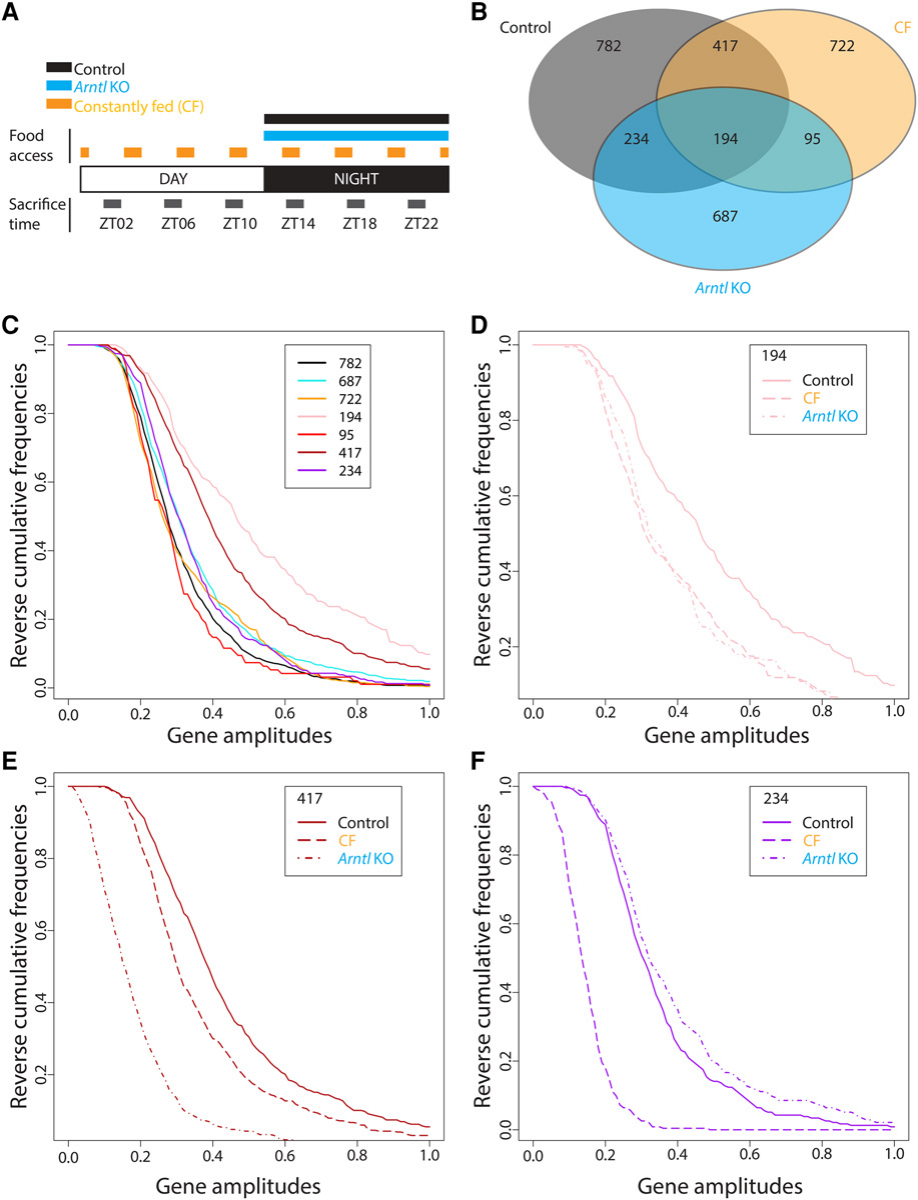
Rhythmic mRNAs in control, CF, and *Arntl* KO mouse liver. (*A*) Experimental design. Mice were fed over the course of 1 wk either only during the night (control and *Arntl* KO mice) or every 3 h (CF, constantly fed mice). They were then sacrificed every 4 h during two consecutive days (3–6 replicates per time point). For CF mice, the timing was established such that sacrifice always occurred 1 h after feeding. Liver RNA was extracted and used for gene expression microarray analyses. A cosine function was fitted to the data, and genes with a *P*-value associated with the fitting to the model lower than 0.0001 were considered as oscillating genes. (*B*) Venn diagram displaying the number of genes oscillating in each condition. The false discovery rates were 0.09 for WT mice, 0.08 for CF mice, and 0.09 for the *Arntl* KO mice (1000 permutations). (*C*) Reverse cumulative frequencies (RCF) of the amplitudes of the indicated group of genes (corresponding to the Venn diagram) in control mice (782, 417, 234, 194), CF (722, 95), and *Arntl* KO (687). RCF corresponds here to the frequency of all the values greater than a given amplitude. (*D*) RCF of the amplitude in the control, CF, and *Arntl* KO mice for the 194 genes oscillating in all the conditions. (*E*) As in *D*, but for the 417 genes oscillating in both control and CF mice. (*F*) As in *D*, but for the 234 genes oscillating in both the control and *Arntl* KO livers.

To characterize our experimental conditions, we performed gene expression microarray analyses with liver samples from at least three mice for each condition and time point. 

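Liver RNA was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per liver sample. There were 18 arrays of control mice, which ate during the night, and 32 of CF mice, which were fed around the clock. A further 18 were of Arntl KO mice, which ate during the night and lack ARNTL (BMAL1), the activator of the circadian clock. Samples were taken at ZT02, ZT06, ZT10, ZT14, ZT18 and ZT22, with 3 arrays per time point in control and Arntl KO mice and 4 to 6 in CF mice. CF samples labelled ZT26 were taken as ZT02. The legend of Fig. 1 describes collection over 2 consecutive days. The deposited description gives 3 days for control and Arntl KO mice and 4 to 6 days for CF mice, and no array carries a day. The authors normalized the values by RMA, and the deposited log2 values of 41345 probe sets were used without further scaling. Of the probe sets, 23521 list a single gene symbol, 1814 list several and 16010 list none, and genes are named only from a probe set with a single symbol. Each probe set was fitted in each condition with a 24-h cosine by harmonic regression on the log2 values, which gives its amplitude, its phase and the p of an F test. It was called rhythmic at the paper's threshold of 0.0001. The scatter of single arrays around this cosine had a median SD of 0.19 in control, 0.20 in CF and 0.20 in Arntl KO mice. For arrays the number of samples limits the precision. A difference in rhythm between 2 conditions was tested with limma on both cosine terms, which takes in amplitude and phase together, using the arrays of those conditions only. Its p was adjusted over all probe sets by the Benjamini-Hochberg method. Gene lists were fixed before the data were examined. Their share of rhythmic genes was compared with that of all other genes by Fisher's exact test, two-sided and adjusted over 33 lists.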

To identify genes displaying circadian mRNA abundance oscillations, we fitted a cosine function to estimate amplitude and phase and selected genes with cosine fitted *P*-values of ≤0.0001 (Methods; Supplemental Table S1). In the control mice, this method identified 1627 mRNAs as displaying circadian rhythmicity, which we defined as our control rhythmic data set. 

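Rgs16, which encodes a regulator of G protein signaling, oscillated most strongly in control livers, with an amplitude of 2.79 ± 0.23 (SE, n = 18 arrays), a phase of 9.11 h and a 47.8-fold difference between peak and trough. The other genes among the 10 largest amplitudes were the clock genes Nr1d1, Npas2, Arntl, Nr1d2, Dbp and Ciart, and Egr1, Usp2 and Cdkn1a. Usp2, which encodes a ubiquitin peptidase, had an amplitude of 1.71 ± 0.20 and a phase of 13.9 h. Cdkn1a, which encodes the cell cycle inhibitor p21, had an amplitude of 1.46 ± 0.14 and a phase of 21.8 h (SE, n = 18 arrays each). Of 10 measured core clock genes 7 were rhythmic (adjusted p = 4.0e-07 by Fisher's exact test; 9 adjusted over the list alone). So were 8 of 10 clock output genes (adjusted p = 2.1e-08; 10 adjusted over the list alone). Metabolic groups were overrepresented too, with 5 of 10 genes of glycolysis and glycogen (adjusted p = 3.0e-04), 6 of 19 of cholesterol synthesis (adjusted p = 6.9e-04), 6 of 19 of insulin and TORC1 signaling (adjusted p = 6.9e-04) and 5 of 13 of bile acid synthesis and transport (adjusted p = 7.8e-04). The counts adjusted over the list alone were 9, 17, 15 and 12. Of 12 heat shock genes 4 were rhythmic (adjusted p = 0.0060; 11 adjusted over the list alone), whereas the 5 of 41 genes of ribosome biogenesis did not pass the test (adjusted p = 0.13; 30 adjusted over the list alone). In all, 1144 probe sets, which name 987 genes, were rhythmic in the control mice, with a median amplitude of 0.35. An adjusted p under 0.05 in place of the fixed threshold called 3879.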

In the CF and *Arntl* KO samples, the same method identified 1428 and 1210 rhythmic mRNAs, respectively. These sets of rhythmic mRNAs were, however, quite different, with only 194 mRNAs displaying rhythmic oscillations under the three conditions (Fig. 1B). These 194 genes corresponded to those with, on average, the highest amplitudes in the control mice (Fig. 1C), and their amplitudes were strongly diminished in the *Arntl* KO and CF mice (Fig. 1D). On the other hand, mRNAs oscillating only in the control (782), *Arntl* KO (687), or CF (722) mice displayed much lower, and quite similar, amplitudes (Fig. 1C). 

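In CF livers Rgs16 had an amplitude of 2.54 ± 0.22 and Usp2 one of 1.42 ± 0.11 (SE, n = 32 arrays each). In Arntl KO livers neither was rhythmic, at 0.86 ± 0.21 and 0.69 ± 0.12 (SE, n = 18 arrays each), and the difference in rhythm from control passed for both (adjusted p = 3.6e-04 and 0.0097, limma). The largest amplitude in Arntl KO livers belonged to Depp1, a target of the FOXO transcription factors, at 2.03 ± 0.18. It was followed by genes such as Mfsd2a, a fasting-induced lipid transporter, at 1.63 ± 0.24. Angptl8, a feeding-induced regulator of lipoprotein lipase, had 1.38 ± 0.20, and Hsph1, a heat shock protein, 1.18 ± 0.17. Among the groups, 9 of 10 core clock genes and 9 of 10 clock output genes were rhythmic in CF mice (adjusted p = 2.9e-10 for both by Fisher's exact test; 9 and 10 adjusted over the list alone). CF mice also had 5 of 10 rhythmic genes of glycolysis and glycogen (adjusted p = 5.1e-04; 8 adjusted over the list alone). Further groups were 5 of 12 heat shock genes (adjusted p = 0.0012; 9 adjusted over the list alone) and 5 of 17 of xenobiotic metabolism, among them Cyp2a4 and Alas1 (adjusted p = 0.0063; 10 adjusted over the list alone). In Arntl KO mice the strongest enrichment was that of the ER stress genes, which include chaperones of the endoplasmic reticulum such as Hspa5 and Hyou1. Of 15 such genes 8 were rhythmic (adjusted p = 2.0e-07; 14 adjusted over the list alone). It was followed by 8 of 19 genes of insulin and TORC1 signaling (adjusted p = 1.0e-06; 13 adjusted over the list alone) and 6 of 12 heat shock genes (adjusted p = 9.5e-06; 11 adjusted over the list alone). Over all probe sets, 1428 (1106 genes) were rhythmic in CF mice and 846 (716 genes) in Arntl KO mice, and an adjusted p under 0.05 called 5212 and 3069. The CF mice had more arrays, and with the CF replicates 1 to 3 only, 18 arrays, 266 probe sets were rhythmic. Leaving out 1 replicate number gave 734 to 1207 in CF and 88 to 163 in Arntl KO mice.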

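Genes that kept a rhythm in all 3 conditions included Erbb4, a receptor of the epidermal growth factor family, Slc2a2, the glucose transporter of hepatocytes, and Mfsd2a. The heat shock chaperones Hsp90aa1, Hspa4l and Stip1 were rhythmic in each condition too, 3 of the 12 measured heat shock genes (adjusted p = 8.1e-04 by Fisher's exact test). None of the other lists passed this test. The phase of Hsp90aa1 was 18.7 h in control, 18.8 h in CF and 19.5 h in Arntl KO mice. Together, 125 probe sets were rhythmic in control, CF and Arntl KO livers, 10.9% of those rhythmic in control. Independent sets of these sizes would share 0.81. The control and CF sets had 497 probe sets in common (39.5 if independent), the control and Arntl KO sets 256 (23.4 if independent) and the CF and Arntl KO sets 215 (29.2 if independent). The number shared by all 3 conditions was 45 with the CF replicates 1 to 3 only and 807 at an adjusted p under 0.05.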

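Among the genes rhythmic in all 3 conditions, Erbb4 had an amplitude of 1.05 ± 0.081 in control mice (SE, n = 18 arrays), 0.85 ± 0.10 in CF mice (SE, n = 32) and 0.91 ± 0.081 in Arntl KO mice (SE, n = 18). Tubb2a, which encodes a tubulin, had amplitudes of 1.41 ± 0.15, 1.11 ± 0.092 and 0.82 ± 0.088 in the same order, and Hsp90aa1 of 0.73 ± 0.11, 0.56 ± 0.070 and 0.68 ± 0.070. Over the 125 probe sets (109 genes), the median amplitude was 0.52 in control (quartiles 0.32 and 0.74), 0.32 in CF (quartiles 0.24 and 0.54) and 0.37 in Arntl KO mice (quartiles 0.28 and 0.50). The amplitude was lower than in control in 117 of them in CF and in 99 in Arntl KO livers. The median ratio to control was 0.713 in CF and 0.807 in Arntl KO mice. Single tests of the difference in rhythm (limma) passed for 8 of the 125 between control and CF, each with a lower amplitude in CF. They passed for 53 between control and Arntl KO, 46 with a lower and 7 with a higher amplitude. The sets were chosen by the same control p that a large control amplitude helps to pass, and the arrays are the same.

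**Figure D1:**
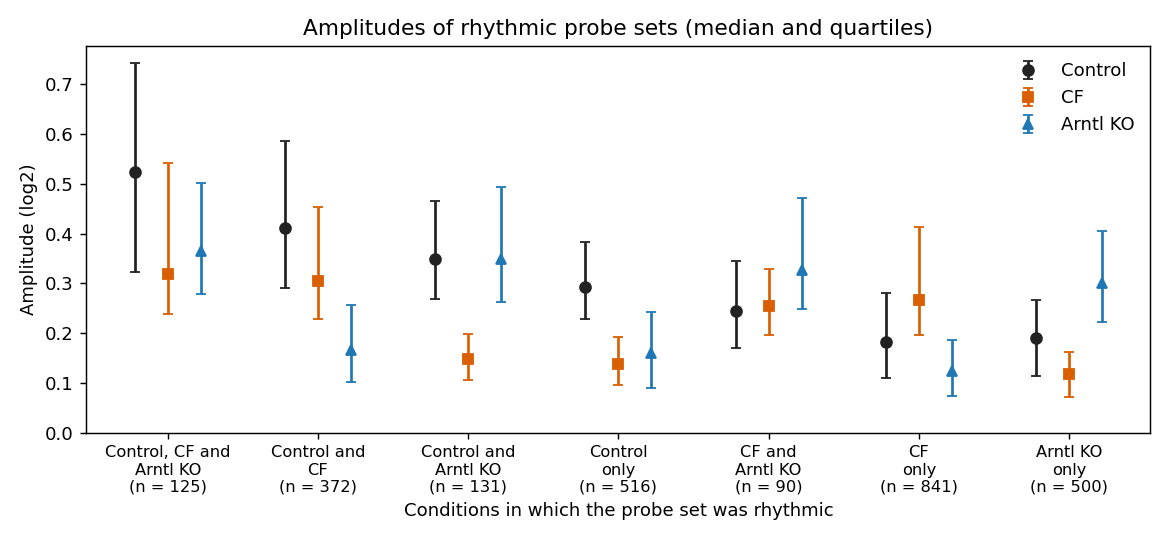
Median amplitude (log2) with quartiles in control, CF and Arntl KO livers of the probe sets in each part of the overlap between the rhythmic sets. The 125 probe sets rhythmic in all 3 conditions have the highest control median, 0.52, and the 841 rhythmic in CF only have a median of 0.18 in control and 0.27 in CF.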

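Among the genes called rhythmic in a single condition, Hmgcs1, which encodes an early enzyme of cholesterol synthesis, had an amplitude of 0.87 ± 0.088 in control mice, where alone it was called (SE, n = 18 arrays). The bile acid enzyme Cyp8b1 had 0.51 ± 0.085. Hsd17b7, a later enzyme of cholesterol synthesis, was called in Arntl KO mice alone, with an amplitude of 0.78 ± 0.094 against 0.16 ± 0.048 in control mice (SE, n = 18 each). Slc43a1, an amino acid transporter, was called in CF mice alone, with an amplitude of 0.42 ± 0.057 (SE, n = 32). The median amplitude was 0.29 for the 516 probe sets of the control set (432 genes), 0.27 for the 841 of the CF set (590 genes) and 0.30 for the 500 of the Arntl KO set (416 genes), each in its own condition. With the CF replicates 1 to 3 only, 763 were rhythmic in control only and 85 in CF only. In the condition where they were not called, the medians were lower, a difference that the selection favors. The control set had 0.14 in CF and 0.16 in Arntl KO mice, the CF set 0.18 in control mice and the Arntl KO set 0.19 in control mice. The difference in rhythm itself passed the limma test for 53 of the 516 between control and CF and for 156 between control and Arntl KO. It passed for 31 of the 841 between control and CF, and for 106 of the 500 between control and Arntl KO. The control set held 5 of 19 measured genes of cholesterol synthesis (adjusted p = 8.4e-04 by Fisher's exact test), 4 of 19 of insulin and TORC1 signaling (adjusted p = 0.0072) and 3 of 13 of the bile acid list (adjusted p = 0.020).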

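Elovl3, a fatty acid elongase, had amplitudes of 1.43 ± 0.15 in control (SE, n = 18 arrays) and 1.32 ± 0.10 in CF livers (SE, n = 32). It was not called rhythmic in Arntl KO livers, at 0.12 ± 0.11 (SE, n = 18; adjusted p = 4.2e-05 for the difference from control, limma). Among the glycogen genes, Gys2, the glycogen synthase of liver, had 0.51 ± 0.050, 0.45 ± 0.038 and 0.079 ± 0.039 in the same order. Ppp1r3c, which targets a phosphatase to glycogen, had 1.08 ± 0.16, 1.06 ± 0.11 and 0.24 ± 0.11 (adjusted p = 2.7e-04 for Gys2 and 0.0014 for Ppp1r3c). These belong to the probe sets rhythmic in control and CF mice but not in Arntl KO mice, 372 in number (331 genes; 125 probe sets with the CF replicates 1 to 3 only). The group held 6 of 10 measured core clock genes, Nr1d1, Arntl, Nr1d2, Per3, Cry1 and Clock (adjusted p = 2.3e-08 by Fisher's exact test), 7 of 10 clock output genes (adjusted p = 5.9e-10) and 4 of 10 genes of glycolysis and glycogen (adjusted p = 7.9e-05). Its median amplitude was 0.41 in control, 0.30 in CF and 0.17 in Arntl KO mice. The amplitude of 321 of the 372 was lower in CF and that of 364 lower in Arntl KO than in control. The set was selected as not rhythmic in Arntl KO mice. The difference in rhythm passed the limma test for 13 of them between control and CF and for 198 between control and Arntl KO.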

The 417 genes oscillating only in the control and CF mice, which included all the core clock genes (Supplemental Table S2) had the second highest amplitudes in the control set (Fig. 1C), and these amplitudes were diminished in the CF mice (Fig. 1E). In contrast, the 234 genes oscillating only in the control and *Arntl* KO mice had rather low amplitudes in the control set (Fig. 1C), and these amplitudes were slightly higher in the *Arntl* KO liver compared with control (Fig. 1F). Thus, a set of mRNAs oscillating with high amplitudes in the control continues to oscillate, albeit with lower amplitudes, even in the absence of ARNTL or under conditions of constant feeding: several of these mRNAs code for factors involved in organic acid catabolism and lipid metabolism (Supplemental Table S2). Moreover, some mRNAs oscillate only under CF or *Arntl* KO conditions, consistent with the possibility that restricted feeding and circadian clock cannot only generate, but also dampen, rhythms.

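Depp1 had an amplitude of 0.89 ± 0.14 in control mice and gained 1.14 ± 0.23 in Arntl KO mice (SE, n = 18 arrays each; adjusted p = 0.003 by limma for the difference in rhythm). It was not called rhythmic in CF mice, at 0.33 ± 0.16 (SE, n = 32). Erbb3, another receptor of the epidermal growth factor family, had amplitudes of 0.50 ± 0.054 in control, 0.10 ± 0.068 in CF and 1.05 ± 0.14 in Arntl KO mice. Its rhythm differed in CF mice (adjusted p = 0.022, limma) but did not pass against Arntl KO (adjusted p = 0.067). Rcan1, an inhibitor of calcineurin, had 0.84 ± 0.12, 0.49 ± 0.10 and 0.99 ± 0.13 in the same order, with no passing difference. Genes of ribosome biogenesis were found here as well. Nop56 had 0.49 ± 0.068, 0.14 ± 0.071 and 0.58 ± 0.093, but no gene list passed Fisher's exact test in this group. The 131 probe sets (115 genes) rhythmic in control and Arntl KO but not in CF mice (211 with the CF replicates 1 to 3 only) had a median amplitude of 0.35 in control, 0.15 in CF and 0.35 in Arntl KO mice. All 131 were lower in CF than in control, a difference that their selection as not rhythmic in CF mice favors, and 71 were higher in Arntl KO than in control, with a median ratio of 1.06. The difference in rhythm passed the limma test for 22 of them between control and CF, all lower in CF. It passed for 35 between control and Arntl KO, 13 of them higher and 22 lower in Arntl KO.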

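Thrsp, a lipogenic gene that responds to thyroid hormone, remained rhythmic in all 3 conditions, with amplitudes of 0.98 ± 0.16 in control, 0.95 ± 0.11 in CF and 0.75 ± 0.11 in Arntl KO mice (SE, n = 18, 32 and 18 arrays). Its phase of 16.3 h in control was 13.1 h in CF and 20.9 h in Arntl KO mice. Cpt1a, which commits fatty acids to mitochondrial oxidation, had amplitudes of 0.42 ± 0.052, 0.30 ± 0.037 and 0.37 ± 0.050 in the same order, none of which differed from control by limma (adjusted p = 0.51 and 0.26). Gpcpd1, a phosphodiesterase of phospholipid metabolism, had 1.11 ± 0.11, 1.01 ± 0.075 and 0.70 ± 0.10. The glucose transporter Slc2a2 had 0.38 ± 0.045, 0.38 ± 0.046 and 0.32 ± 0.041. Thrsp was the single gene of 16 of fatty acid synthesis that was rhythmic in all 3 conditions, and Cpt1a that of 18 of fatty acid oxidation (adjusted p = 0.34 for both by Fisher's exact test). Of 18 genes of amino acid catabolism 0 were (adjusted p = 1.0).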

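In CF livers, Izumo4 had an amplitude of 0.44 ± 0.063 (SE, n = 32 arrays) against 0.034 ± 0.055 in control livers (SE, n = 18; adjusted p = 0.047 for the difference in rhythm, limma). Slc43a1 had 0.10 ± 0.071 in control livers (adjusted p = 0.045). Both calls were borderline: of 50 runs that left out 1 array each, that of Izumo4 held in 16 and that of Slc43a1 in 24. They reached adjusted p values of up to 0.084 without the control array ZT10 replicate 1 and 0.10 without the same array. In Arntl KO livers the gains were larger. Tuba8, a tubulin, had an amplitude of 0.86 ± 0.10 against 0.21 ± 0.083 in control livers (adjusted p = 0.0036). Snhg15, a noncoding host gene of a small nucleolar RNA, had 0.61 ± 0.081 against 0.045 ± 0.070 (adjusted p = 0.0012), and Slc16a6, a transporter of ketone bodies, 0.83 ± 0.082 against 0.30 ± 0.091 (adjusted p = 0.0079; SE, n = 18 each). This test takes in phase as well as amplitude. The probe sets that passed it had a higher amplitude than in control in 44 cases in CF and 343 in Arntl KO livers, and a lower one in 148 and 668. A further 90 probe sets (76 genes) were rhythmic in CF and Arntl KO but not in control livers (11 with the CF replicates 1 to 3 only), with a median amplitude of 0.25 in CF, 0.33 in Arntl KO and 0.24 in control. Of these, 12 passed the test between control and Arntl KO and 1 between control and CF.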

We then considered the 1627 mRNAs that constitute the control rhythmic data set and applied, in addition to the *P*-value filter, a filter eliminating genes with amplitudes lower than 0.25 (in log_2_, fold change lower than 1.4), which gave us a set of 1132 genes. 

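Pdk4, a kinase that restrains glucose oxidation during fasting, had an amplitude of 1.08 ± 0.15 in control livers (SE, n = 18 arrays), 0.65 ± 0.10 in CF livers (SE, n = 32) and 0.43 ± 0.15 in Arntl KO livers (SE, n = 18). Neither difference from control passed (adjusted p = 0.32 and 0.15, limma). The small heat shock protein gene Hspb1 went from 1.20 ± 0.10 to 0.83 ± 0.087 and 0.57 ± 0.13 in the same order. Its rhythm, amplitude and phase together, differed in Arntl KO mice (adjusted p = 0.0043, limma). Of the control rhythmic probe sets, 868 (730 genes) had an amplitude above 0.25. Their median amplitude was 0.40 in control, 0.23 in CF and 0.24 in Arntl KO livers. In CF livers 420 of the 868 (48.4%) were rhythmic and in Arntl KO livers 217. With the CF replicates 1 to 3 only, which gives both conditions 18 arrays, 158 were rhythmic in CF livers, fewer than in Arntl KO livers, at a median amplitude of 0.24. Because this set was chosen on control amplitudes, 219 probe sets were also chosen on control replicates 1 and 2 alone and measured on replicate 3. The held-out control amplitude was taken along the phase of replicates 1 and 2. The CF and Arntl KO amplitudes were taken at their own phases, which favors larger values. The ratio of median amplitudes to this held-out control was then 0.679 ± 0.027 in CF and 0.533 ± 0.021 in Arntl KO livers. The ± is a bootstrap SD over the CF or Arntl KO arrays only and leaves out the error of the held-out control arrays.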

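Tef, a clock output transcription factor, had an amplitude of 0.94 ± 0.10 in control and 0.93 ± 0.073 in CF mice, but 0.084 ± 0.038 in Arntl KO mice (SE, n = 18, 32 and 18 arrays; adjusted p = 3.6e-06 for control against Arntl KO, limma). Wee1, a kinase that holds back mitosis, went the same way, with 1.39 ± 0.16, 1.34 ± 0.10 and 0.24 ± 0.12 (adjusted p = 6.1e-06). Hsd3b7, an enzyme of bile acid synthesis, had 0.56 ± 0.041, 0.43 ± 0.036 and 0.14 ± 0.029 (adjusted p = 1.6e-05). Across the 868 control rhythmic probe sets with an amplitude above 0.25, the squared Pearson correlation of the amplitudes was 0.723 (bootstrap SD 0.020) between control and CF and 0.214 (bootstrap SD 0.017) between control and Arntl KO. It was the higher of the 2 in 100 of 100 bootstrap draws for CF. The phases lay within 2 h of control for 644 probe sets (74.2%) in CF and 397 (45.7%) in Arntl KO mice, and they differed by over 6 h for 23 and 98. The circular correlation of Jammalamadaka and SenGupta, the measure chosen beforehand, was 0.445 (bootstrap SD 0.31) for CF and 0.658 (bootstrap SD 0.064) for Arntl KO, and CF was the higher in 23 of 100 draws. The correlation of Fisher and Lee, chosen after seeing the data like the share within 2 h, was 0.745 for CF and 0.416 for Arntl KO. The circular correlation for CF was -0.273 at an adjusted p under 0.05, 0.032 without the amplitude filter and 0.831 with quantile normalization again. Leaving out 1 replicate number gave 0.093 to 0.719. The circular correlation is taken about the mean direction of the phases, which is poorly defined for phases spread around the day. These correlations run across probe sets, which are not independent replicates.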

The amplitudes and the phases of these genes were much better correlated in control and CF conditions than in control and *Arntl* KO conditions (Fig. 2A,B; Supplemental Figs. S2A,B). 

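In control livers many peaks fell late in the night, where Chka, a choline kinase, had a phase of 22.3 h and Pdk4 of 22.6 h. Of the 868 probe sets 207 (23.8%) had phases from ZT20 to ZT24, 130 of them after ZT22. There were 94 (10.8%) from ZT00 to ZT02, 169 (19.5%) from ZT02 to ZT06 and 134 (15.4%) from ZT06 to ZT10. The later windows held 30 (3.5%) from ZT10 to ZT12, 113 (13.0%) from ZT12 to ZT16 and 121 (13.9%) from ZT16 to ZT20. The single hours with the most were ZT23 to ZT24 (72) and ZT22 to ZT23 (58). From ZT14 to ZT15 there were 37, the most of any hour from ZT10 to ZT19 but fewer than in each hour from ZT00 to ZT03 (40 to 47). Of the 396 probe sets that kept an amplitude above 0.25 in CF mice, 84 (21.2%) peaked from ZT20 to ZT24, 71 (17.9%) from ZT06 to ZT10, 67 (16.9%) from ZT12 to ZT16 and 54 from ZT02 to ZT06. In Arntl KO mice the 401 that kept such an amplitude were found most often from ZT02 to ZT06 (104, 25.9%), from ZT06 to ZT10 (90, 22.4%) and from ZT16 to ZT20 (80). From ZT22 to ZT24 there were 22 (5.5%). Tubb2a had phases of 22.5 h in control, 23.0 h in CF and 20.9 h in Arntl KO mice (adjusted p = 0.021 for amplitude and phase together, control against Arntl KO, limma). Its amplitude was lower there too. Spata22 had 2.90 h, 1.67 h and 6.24 h in the same order (adjusted p = 7.8e-05 by the same joint test). Plin2, which coats lipid droplets, had a phase of 0.780 h in control and 12.9 h in Arntl KO mice (adjusted p = 1.4e-04), with amplitudes of 0.32 ± 0.065 and 0.29 ± 0.059 (SE, n = 18 arrays each).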

In the control condition, two main groups of genes had phases at the beginning and at the end of the night (ZT14-15 and ZT22-23) (Fig. 2C); in the CF and *Arntl* KO conditions, only 504 and 582 of these 1132 genes, respectively, still had amplitudes above 0.25; as expected from the phase correlations above, the distribution of their phases was quite similar in the CF condition, but very different in the *Arntl* KO conditions, with prominent groups of genes displaying phases in the middle of the day and the middle of the night (Fig. 2C).

**Figure 2.**
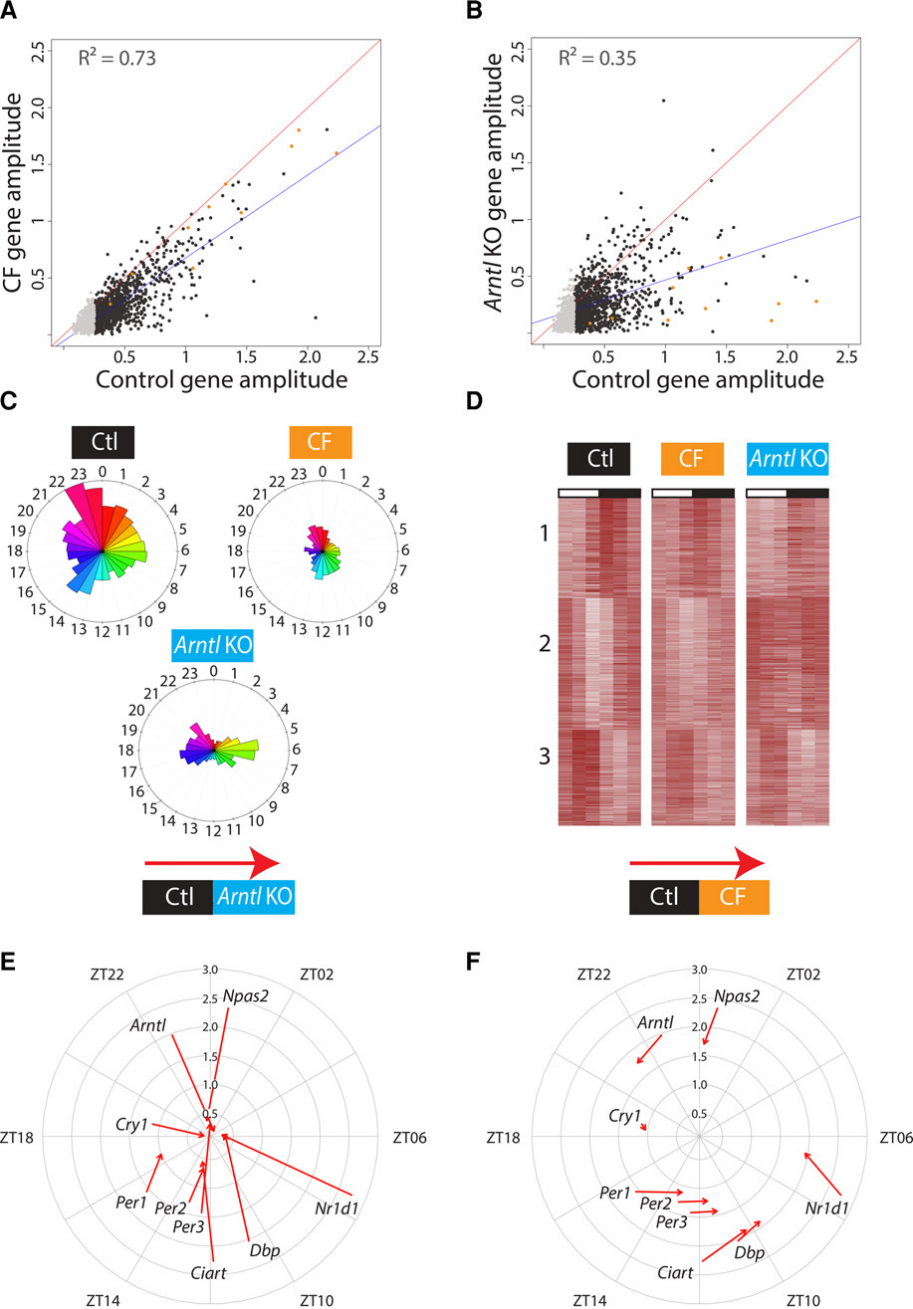
Effects of CF and *Arntl* KO conditions on the genes oscillating in control liver (control rhythmic data set). (*A*) Scatterplot showing amplitudes [(maximum − minimum gene expression)/2] in control (*x*-axis) and CF (*y*-axis) liver, for all genes in the control rhythmic data set with an amplitude higher than 0.25 in the control condition (1132 of 1627 genes, black and orange dots). The light gray dots represent genes with amplitude lower than 0.25 in control condition (495 of 1627 genes). The red line is the X = Y line, and the blue line is the best fit. The orange dots are circadian-related genes, selected according to gene ontology analysis. (*B*) As in *A* but in control (*x*-axis) and *Arntl* KO (*y*-axis) liver. (*C*) The cutoff on the amplitude was applied for each condition on the control rhythmic data set genes resulting in 1132 of 1627 oscillating genes in control mice, 504 of this same set in CF mice, and 582 of this same set in *Arntl* KO mice. For each time of the day (indicated as Zeitgebers), the number of genes from the control rhythmic data set with a corresponding phase (time of maximum gene expression) is represented in control, CF, and *Arntl* KO mice. The radius is equal to the highest number of genes among all three conditions, i.e., 86 genes with a phase between ZT22-ZT23 in the control mice. (*D*) PAM analysis was performed on the 1132 genes from the control rhythmic data set, and the number of clusters was determined by the best silhouette average. Genes were ranked according to the control condition and normalized by row across all conditions: (white) lowest expression; (red) highest expression. (*E*) Circular plot showing the phases around the periphery and the amplitudes along the radius. The arrows show the phase and the amplitude of circadian clock gene expression in control (beginning of arrows) and *Arntl* KO (end of arrows) liver. (*F*) As in *E*, but for circadian clock genes in control (beginning of arrows) and CF (end of arrows) liver.

We subjected the 1132 genes of the control rhythmic data set to a PAM (partitioning around medoïds) analysis, selecting the number of clusters according to the best average of silhouette widths (Supplemental Fig. S3A). These genes could be best separated into three clusters, representing genes with peaks of expression at three main time points during the day (Fig. 2D; Supplemental Table S3). 

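The 3 groups differed in the time at which their genes peaked. The first was highest at ZT14, where its mean log2 signal lay 0.45 above the mean over the day. It held Noct, which encodes nocturnin, with an amplitude of 1.41 ± 0.12 and a phase of 14.2 h in control mice (SE, n = 18 arrays). A second group was highest at ZT22 (0.35 above its mean) and held Chka, at 1.44 ± 0.10, and Asap2, at 1.13 ± 0.10. In the remaining group, highest at ZT06 (0.37 above its mean), were Egr1, Erbb4 and Gpcpd1. Partitioning around medoids was run on the scaled means of the 6 time points of the control arrays with Euclidean distance, a choice the paper's text does not name, for 2 to 10 clusters. The average silhouette width was highest at 3 clusters (0.453, against 0.388 for 2 and 0.418 for 5). The clusters had 212, 361 and 295 probe sets, which name 164, 311 and 255 genes.

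**Figure D2:**
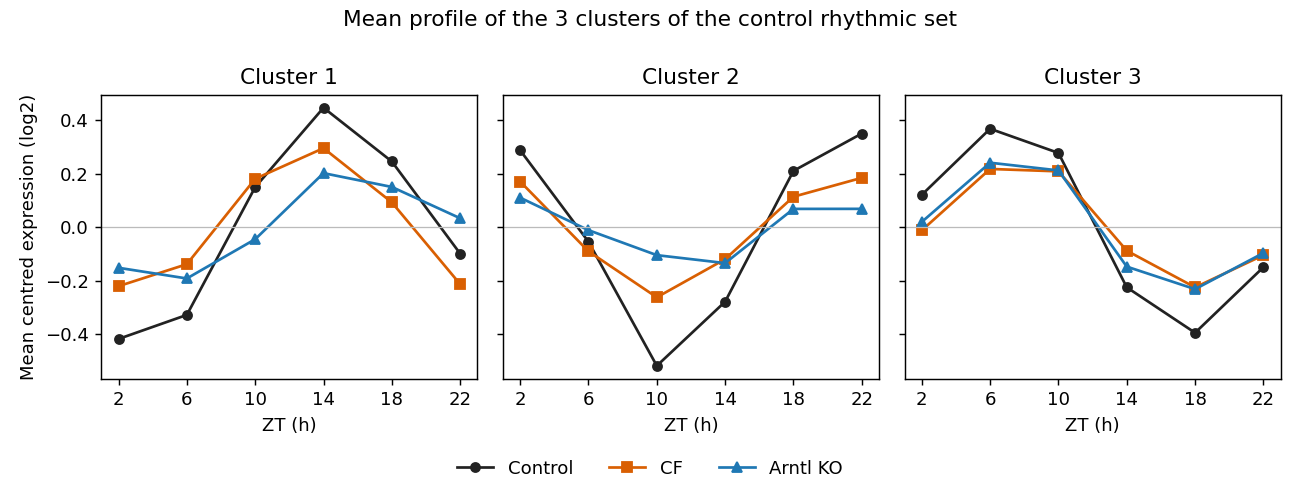
Mean log2 signal of each cluster relative to its mean over the day, by time point (ZT), in control, CF and Arntl KO livers; lines join the means of the time points. In control the 3 clusters rise to 0.45 at ZT14, 0.35 at ZT22 and 0.37 at ZT06.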

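Coq10b, involved in the transport of coenzyme Q, had a phase of 11.9 h in control livers and an amplitude of 1.08 ± 0.11 (SE, n = 18 arrays). The amplitude was 0.93 ± 0.084 in CF (SE, n = 32) and fell to 0.55 ± 0.11 in Arntl KO livers (SE, n = 18; adjusted p = 9.7e-05 for the difference in rhythm, limma). Mfsd2a and Wee1 peaked in the same window, at 13.4 h and 13.3 h. Nampt, the rate-limiting enzyme of NAD salvage, followed at 13.9 h, with an amplitude of 0.80 ± 0.077 in control, 0.77 ± 0.046 in CF and 0.27 ± 0.033 in Arntl KO livers (adjusted p = 3.3e-07 for control against Arntl KO). The cluster to which these genes belong, the first of 3, had a mean phase of 15.0 h and a trough at ZT02. It contained 6 of 10 measured clock output genes (adjusted p = 1.0e-09 by Fisher's exact test) and 3 of 41 genes of ribosome biogenesis, Gnl3, Nop56 and Rrp12 (adjusted p = 0.038). The median amplitude of this cluster was 0.41 in control, 0.26 in CF and 0.22 in Arntl KO livers, and 111 of its probe sets were rhythmic in CF (32 arrays) and 42 in Arntl KO livers (18).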

Cluster 1 included 347 genes with peaks of expression mostly just after the onset of the night, when food became available. Many of these genes were associated with circadian regulation of gene expression, circadian rhythm, and rhythmic processes (Supplemental Fig. S3B). Cluster 2 was composed of 454 genes with peaks of expression at dawn, the end of the feeding period (ZT23). These genes were mostly associated with lipid metabolic processes (Supplemental Fig. S3C). 

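Acnat2, an acyltransferase of fatty acid metabolism, peaked in control livers at 21.3 h with an amplitude of 1.13 ± 0.15 (SE, n = 18 arrays), against 0.63 ± 0.14 in CF (SE, n = 32) and 0.50 ± 0.13 in Arntl KO livers (SE, n = 18). Genes of cholesterol synthesis were grouped here, 4 of 19 measured (Hmgcs1, Mvd, Dhcr7 and Fdft1; adjusted p = 0.0012 by Fisher's exact test). Dhcr7, which makes cholesterol from its last precursor, had amplitudes of 0.35 ± 0.059 in control, 0.076 ± 0.076 in CF and 0.47 ± 0.12 in Arntl KO livers. The cluster also held the 4 rhythmic heat shock genes, Hspb1, Hsp90aa1, Hspa4l and Stip1, of 12 measured (adjusted p = 2.8e-04). Of 10 core clock genes it held 4, Npas2, Arntl, Cry1 and Clock (adjusted p = 2.5e-04). Its mean phase was 22.8 h and its trough lay at ZT10. The median amplitude was 0.41 in control, 0.23 in CF and 0.21 in Arntl KO livers, and 175 of the 361 probe sets were rhythmic in CF (32 arrays) and 81 in Arntl KO livers (18).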

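Several genes of this time of day act in glucose and nutrient signaling. Slc2a2 had a phase of 9.94 h in control livers. Ugp2, which makes the UDP-glucose used for glycogen, had a phase of 9.19 h and an amplitude of 0.38 ± 0.039 in control, 0.28 ± 0.034 in CF and 0.15 ± 0.036 in Arntl KO livers (SE, n = 18, 32 and 18 arrays). Mtor, the kinase of TORC1, had 0.35 ± 0.035, 0.20 ± 0.033 and 0.10 ± 0.026 in the same order. Its rhythm differed in Arntl KO livers (adjusted p = 7.0e-04, limma). Msmo1 and Nsdhl, which act in steps of cholesterol synthesis from lanosterol, had phases of 2.85 h and 4.57 h. The cluster of these genes, with 295 probe sets, a mean phase of 6.1 h and a trough at ZT18, held 2 of 10 measured genes of glycolysis and glycogen, 3 of 19 of insulin and TORC1 signaling (Flcn, Mtor and Sesn1). It also held 2 of 10 core clock genes (Nr1d1 and Nr1d2) and 2 of 10 clock output genes (adjusted p = 0.037 for each of these 4 lists by Fisher's exact test). The 2 of 19 genes of cholesterol synthesis did not pass (adjusted p = 0.11). The cluster's median amplitude was 0.38 in control, 0.22 in CF and 0.26 in Arntl KO livers, and 134 probe sets were rhythmic in CF (32 arrays) and 94 in Arntl KO livers (18).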

Cluster 3 included 331 genes that peaked at the end of the day (ZT10) and were associated with steroid metabolic processes, as previously reported (Edwards et al. 1972; Matsumoto et al. 2010; Gilardi et al. 2014), as well as glycogen metabolic process, circadian regulation of gene expression, circadian rhythm, and rhythmic processes. 

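Hspb1, which belonged to the second cluster, peaked at 19.2 h in control, 18.6 h in CF and 21.8 h in Arntl KO livers. Rnf125, a ubiquitin ligase gene, had amplitudes of 1.07 ± 0.088, 0.50 ± 0.080 and 0.73 ± 0.068 in the same order (SE, n = 18, 32 and 18 arrays). The difference from control in amplitude and phase together had an adjusted p of 0.022 for CF and 6.6e-06 for Arntl KO (limma). The CF call of Rnf125 ended in 1 of 50 runs with an array left out, without the control array ZT14 replicate 2 (adjusted p = 0.053). In the first cluster, phases lay within 2 h of control for 71.2% of probe sets in CF and 37.3% in Arntl KO livers. The shares were 74.5% and 42.4% in the second cluster and 75.9% and 55.9% in the last. The rhythm differed from control for 22, 46 and 20 probe sets of the 3 clusters in CF and for 94, 193 and 89 in Arntl KO livers (limma). When the same probe sets were clustered again on CF or Arntl KO means, the adjusted Rand index with the control clusters, which is 1 for identical groupings, was 0.620 for CF and 0.174 for Arntl KO. The average silhouette width of the control clusters was 0.281 in CF and 0.10 in Arntl KO livers.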

The rhythmic expression of these genes was altered in both CF mice and *Arntl* KO mice, although to a greater extent in the latter, as illustrated by blurring of the clusters (Fig. 2D, middle and rightmost panels), consistent with the results above. Thus, genes involved in metabolic processes displayed widespread rhythmic expression changes not only in the CF mice but also in the *Arntl* KO mice, consistent with many of the liver CCGs corresponding to genes involved in metabolism (Mazzoccoli et al. 2012; Rey and Reddy 2013). Moreover, the amplitudes and phases of the 1132 genes oscillating under control conditions were globally more affected in the *Arntl* KO mice than in the CF mice. 

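Egr1, an immediate-early transcription factor, lost amplitude in both conditions, from 2.02 ± 0.24 in control (SE, n = 18 arrays) to 0.15 ± 0.24 in CF (SE, n = 32; adjusted p = 0.018, limma) and 0.49 ± 0.16 in Arntl KO livers (SE, n = 18; adjusted p = 4.0e-05). Ppp1r3b, which targets a phosphatase to glycogen in liver, fell from 1.06 ± 0.10 to 0.44 ± 0.071 in CF (adjusted p = 0.018) and 0.30 ± 0.087 in Arntl KO livers (adjusted p = 0.0011). The CF calls of Egr1, Ppp1r3b and Erbb3 held in each of 50 runs that left out 1 array. Noct and Actg1, a cytoplasmic actin, had CF amplitudes of 0.86 ± 0.11 and 0.072 ± 0.087 (adjusted p = 0.042 and 0.042), calls that held in 28 and 34 of these runs. They reached adjusted p values of up to 0.075 without the control array ZT18 replicate 2 and 0.092 without the control array ZT18 replicate 1. In Arntl KO livers Noct had 1.33 ± 0.20 and Actg1 0.62 ± 0.12. The probe set listed as Actg1 is not among the 868 control rhythmic probe sets. Its control means ran from 5.84 at ZT10 to 7.42 at ZT18, and whether it reads the mRNA of Actg1 itself was not tested. Of 10 clock output genes, 8 differed in rhythm with a lower amplitude in Arntl KO livers and 0 in CF livers (10 and 4 adjusted over the list alone). Among 10 genes of glycolysis and glycogen 4 and 1 did (7 and 1 adjusted over the list alone). In the bile acid list of 13 there were 5 and 1 (7 and 1 adjusted over the list alone), and 1 had a higher amplitude in Arntl KO livers. Over the 868 probe sets the rhythm differed from control for 376 (43.3%) in Arntl KO livers, of which 355 had a lower and 21 a higher amplitude. In CF livers it differed for 88 (10.1%), all with a lower amplitude. Among all probe sets these counts were 1011 (821 genes) and 192 (128 genes). The CF count of 192 moved with single arrays. It was 52 to 126 without any 1 of 15 control arrays (all but ZT06 replicates 1 and 2 and ZT14 replicate 3). It was 64 to 127 without any 1 of 10 CF arrays (ZT02 replicate 4, ZT06 replicate 6, ZT10 replicates 1, 2 and 6, ZT14 replicate 1, ZT18 replicate 4 and ZT22 replicates 2, 3 and 4). The count was 374, 469, 639 and 296 without the CF arrays ZT10 replicate 3, ZT14 replicate 3, ZT18 replicate 5 and ZT22 replicate 6. The count for Arntl KO was 835 to 1059 without single arrays. Leaving out 1 replicate number gave 7 to 804 for CF and 410 to 566 for Arntl KO, and removing dim probe sets gave 464 and 1548.

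**Figure D3:**
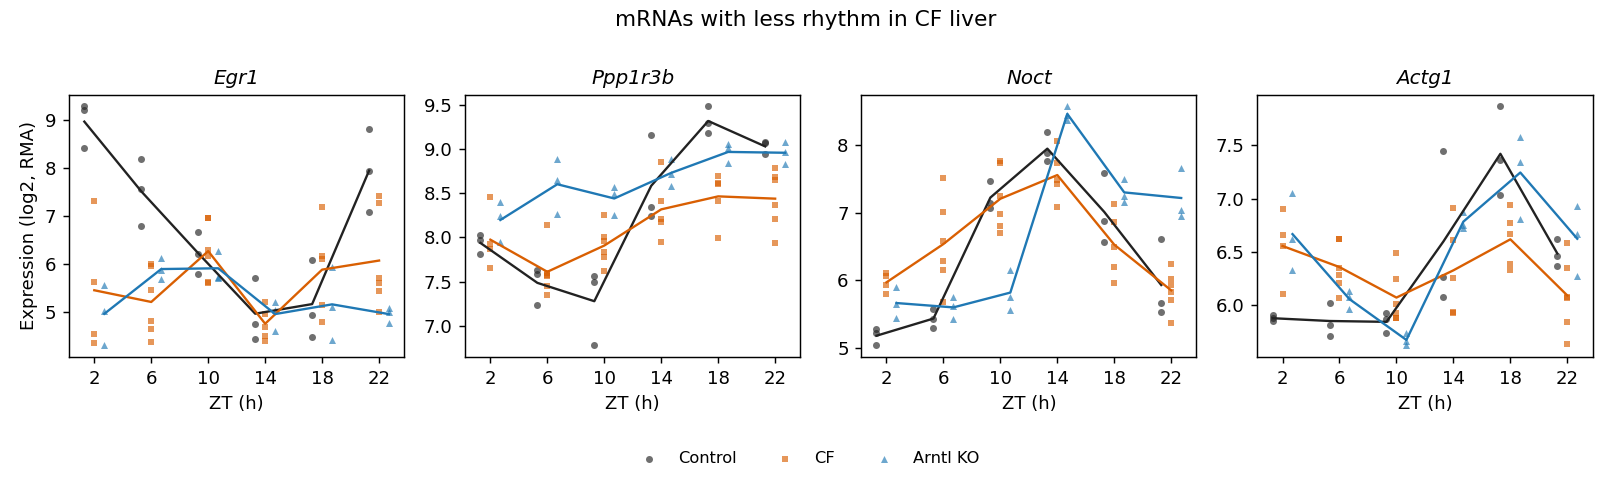
Log2 signal of Egr1, Noct, Ppp1r3b and Actg1 by time point (ZT) in control, CF and Arntl KO livers; each point is 1 array and lines join the means of the time points. The control curve of Egr1 swings with an amplitude of 2.02, against 0.15 in CF and 0.49 in Arntl KO livers. The probe set listed as Actg1 is not among the control rhythmic probe sets with an amplitude above 0.25.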

Of note, 171 mRNAs from the rhythmic control data set showed higher amplitude in the *Arntl* KO mice, of which several had lipid and cholesterol regulation, as well as insulin response, as associated GO terms (Supplemental Table S4). This suggests that one of the functions of ARNTL is to dampen rhythms related to the nutrient response.

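Some genes of cholesterol synthesis had larger rhythms in Arntl KO livers. Hsd17b7 gained most, by 0.62 ± 0.11 (SE, n = 18 arrays in each group; adjusted p = 1.9e-05, limma). Msmo1 went from 0.36 ± 0.059 to 0.58 ± 0.13 (adjusted p = 0.013), with a phase of 20.9 h in Arntl KO livers. Mvd, which makes isopentenyl diphosphate, had amplitudes of 0.57 ± 0.093 in control and 0.93 ± 0.15 in Arntl KO livers. Sqle, the squalene epoxidase, had 0.37 ± 0.074 and 0.94 ± 0.15, and Lss, the lanosterol synthase, 0.37 ± 0.070 and 0.82 ± 0.13. None of the 3 passed the test of the difference (adjusted p = 0.15, 0.07 and 0.12). In CF livers the amplitudes of Mvd, Sqle and Lss were 0.13 ± 0.12, 0.090 ± 0.11 and 0.069 ± 0.11 (SE, n = 32). Of 19 measured genes of the list, the test of the difference was passed by 4 with a higher and 1, Hmgcs1, with a lower amplitude in Arntl KO livers (11 and 1 adjusted over the list alone). No gene of this list differed in CF livers (0 with a higher and 1 with a lower amplitude adjusted over the list alone). Fasn, the fatty acid synthase, had 0.35 ± 0.11 in control and 0.87 ± 0.14 in Arntl KO livers (adjusted p = 0.068). Mlxipl, which encodes the carbohydrate-responsive factor ChREBP, gained 0.23 ± 0.043 (adjusted p = 0.0018) and Srebf1, which encodes SREBP1, went from 0.41 ± 0.089 to 0.75 ± 0.13 while its phase moved from 15.3 h to 22.1 h (adjusted p = 0.0012 for amplitude and phase together). Of the control rhythmic probe sets with an amplitude above 0.25, 108 (94 genes) had a higher amplitude in Arntl KO livers, and 21 of them passed the test of the difference. They held 5 of 19 genes of cholesterol synthesis, Mvd, Msmo1, Dhcr7, Nsdhl and Fdft1 (adjusted p = 4.5e-07 by Fisher's exact test), and 2 of 15 ER stress genes, Herpud1 and Dnajb11 (adjusted p = 0.030). The number with a higher amplitude was 71 with a replicate block and 361 at an adjusted p under 0.05. It was 24 of 219 for probe sets chosen on control replicates 1 and 2 and compared with control replicate 3. These counts come from sets of unlike size.

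**Figure D4:**
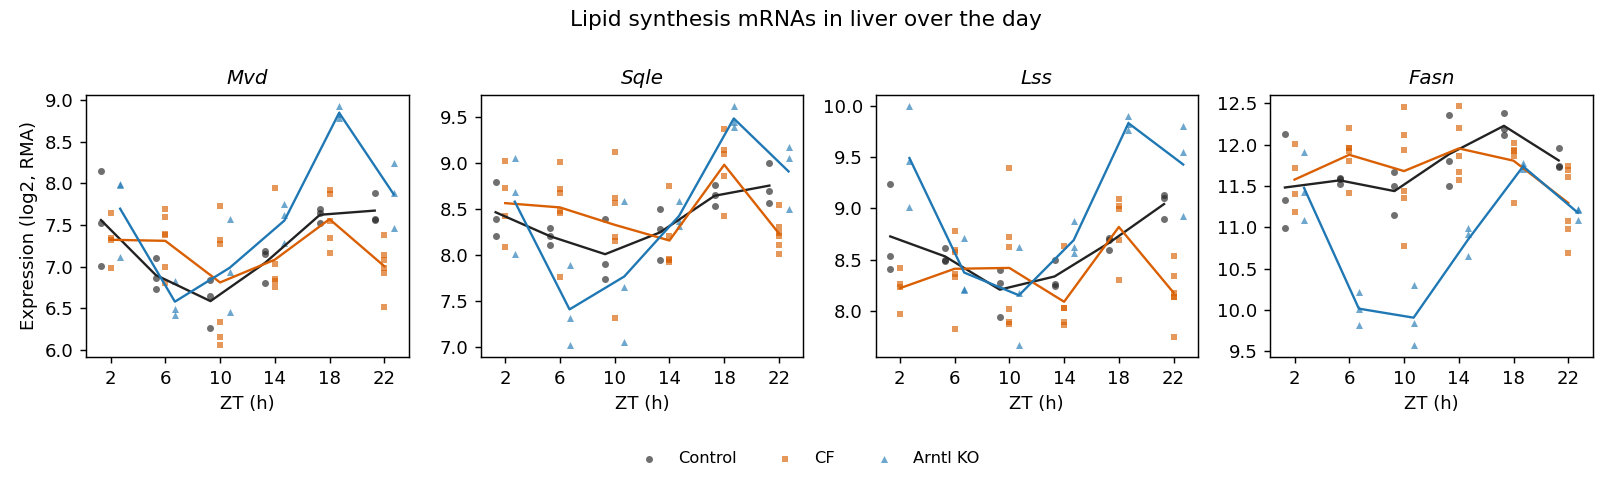
Log2 signal of Mvd, Sqle, Lss and Fasn by time point (ZT) in control, CF and Arntl KO livers; each point is 1 array and lines join the means of the time points. The amplitude of Sqle is 0.37 in control, 0.090 in CF and 0.94 in Arntl KO livers.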

### *Arntl* KO mice, but not CF mice, lose rhythmic expression of core clock genes

To examine specifically how the core circadian clock was affected in the various conditions, we examined core clock and other well-studied circadian genes individually. The *Per1-3*, *Cry1*, *Arntl*, *Npas2*, *Nr1d1*, *Dbp*, and *Ciart* genes displayed the expected loss of rhythmicity in the *Arntl* KO mice as shown by greatly reduced amplitudes of mRNA accumulation, but had only slightly reduced amplitudes and a slightly advanced phase (1.5 h on average) in CF mice (see Fig. 2A,B, orange dots; Fig. 2E,F). Thus, the rhythmic expression of core circadian clock genes is strongly affected in *Arntl* KO mice, as expected, but left mostly undisturbed in CF mice.

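Most clock genes fell in amplitude in Arntl KO livers. Npas2, a paralog of Clock, went from an amplitude of 2.21 ± 0.11 in control (SE, n = 18 arrays) to 0.28 ± 0.043 in Arntl KO livers (SE, n = 18; adjusted p = 7.7e-13, limma). Its level over the day rose by 3.24 ± 0.25 log2 (adjusted p = 8.0e-12). Nr1d1, which encodes the repressor REV-ERBα, fell from 2.63 ± 0.16 to 0.18 ± 0.10 (adjusted p = 1.1e-10), and Dbp from 1.85 ± 0.18 to 0.28 ± 0.055 (adjusted p = 2.1e-07). Cry1 fell from 1.01 ± 0.088 to 0.11 ± 0.051 (adjusted p = 2.7e-06) and Arntl itself from 1.83 ± 0.17 to 0.10 ± 0.045 (adjusted p = 8.7e-08). The Arntl probe set still gave a signal of 7.85 ± 0.15 (SD, n = 18) in Arntl KO livers, against a control mean of 7.53. In CF livers the same genes had amplitudes of 1.60 ± 0.16, 1.85 ± 0.14, 1.80 ± 0.12, 0.94 ± 0.066 and 1.66 ± 0.11 (SE, n = 32). Ciart, a repressor of the clock, had 1.81 ± 0.13 against 2.13 ± 0.20 in control and 0.49 ± 0.10 in Arntl KO livers. The probe set of Per2 lists several genes, which leaves 8 of the 9 named clock genes. All 8 peaked earlier in CF than in control livers, with shifts from -1.65 to -0.33 h and a mean of -1.06 ± 0.48 h (SD over genes; two-sided permutation test of the condition labels within time points, 100000 resamples, p = 2.9e-04). Their median amplitude ratio to control was 0.921 in CF (0.703 to 1.04) and 0.133 in Arntl KO livers (0.056 to 0.443), where 7 of the 8, all but Per1 (adjusted p = 0.57), passed the test of the difference. In CF livers only Nr1d1 passed (adjusted p = 0.045; 4 of 8 adjusted over the list alone). This call held in 19 of 50 runs with 1 array left out (adjusted p of up to 0.088, without the control array ZT22 replicate 3). From these amplitudes and phases, the paper concludes that the rhythms of core clock genes are strongly affected in Arntl KO mice and mostly undisturbed in CF mice.

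**Figure D5:**
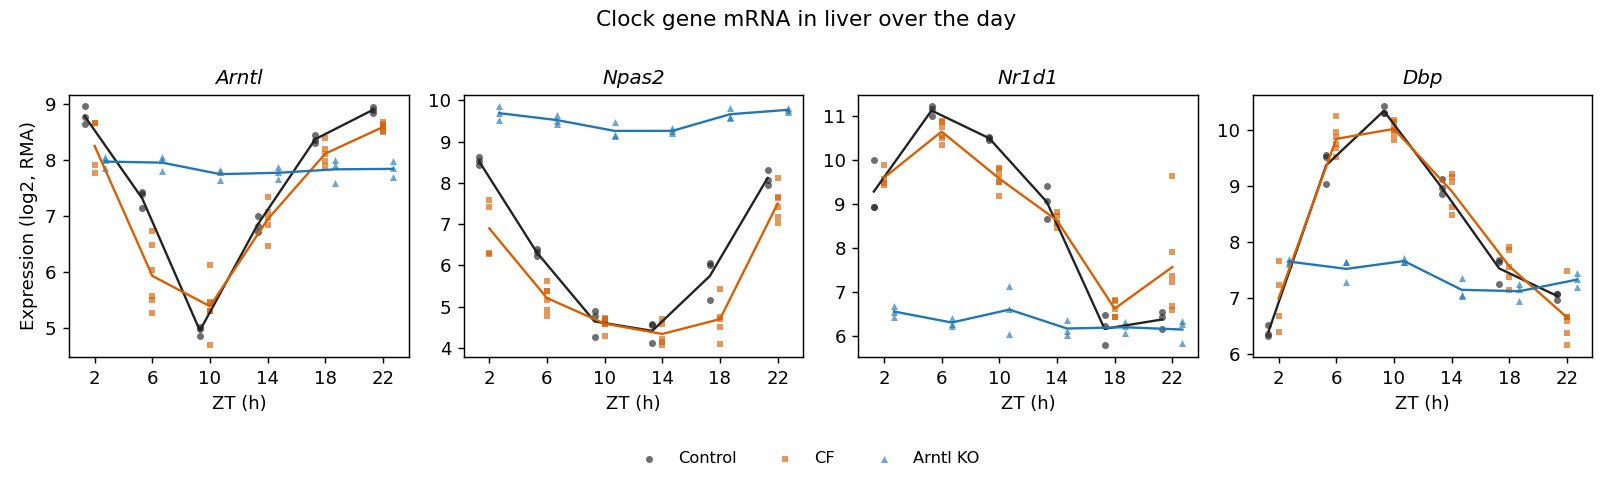
Log2 signal of Arntl, Npas2, Nr1d1 and Dbp by time point (ZT) in control, CF and Arntl KO livers; each point is 1 array and lines join the means of the time points. In Arntl KO livers the amplitudes are 0.10, 0.28, 0.18 and 0.28, against 1.83, 2.21, 2.63 and 1.85 in control.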

### Constantly fed mice lose night-specific blood insulin elevation and TORC1 pathway activation

The gene expression array data above suggested broad deregulation of genes involved in various metabolic processes in both the *Arntl* KO and CF mice (Fig. 2D; Supplemental Table S3). Food ingestion leads to the secretion of insulin by the β-cells of the pancreas and increased blood insulin concentration. Binding of insulin to its tyrosine kinase receptor then generates a cascade of phosphorylation events involving intermediate kinases such as AKT and TORC1, which play major roles in mediating insulin functions (Manning 2004; Laplante and Sabatini 2009). To determine how this insulin response might be altered in our experimental system, we measured blood insulin concentrations by immunoassays at different times during the diurnal cycle, and then compared day and night time points. Control and *Arntl* KO mice exhibited higher blood insulin concentration at night, when they had access to food, whereas CF mice showed no significant difference in blood insulin concentration between day and night (Fig. 3A). We prepared liver homogenates to monitor the phosphorylation state of AKT (serine 473), reflecting AKT activation, and S6 ribosomal protein (serines 235/236), reflecting TORC1 activity. In control mice, both proteins were more highly phosphorylated during the night; for AKT, the day–night difference was slight, with a phosphorylation peak at ZT14, whereas the difference was more pronounced for S6 (Fig. 3B,E). In the *Arntl* KO mice, the day–night differences were amplified relative to control mice, especially for S6, whose phosphorylation was induced very strongly during the night (Fig. 3C,E). In contrast, CF mice showed no systematic changes in AKT and S6 protein phosphorylation between day and night (Fig. 3D,E). Thus, blood insulin levels and insulin pathway activity were consistent with control and *Arntl* KO mice eating at night, when food was available, and CF mice eating during both night and day. Further, the increased insulin pathway activity of the *Arntl* KO mice relative to control was consistent with previous observations that *Arntl* KO mice are hypersensitive to insulin and display increased TORC1 activity (Lamia et al. 2008).

**Figure 3.**
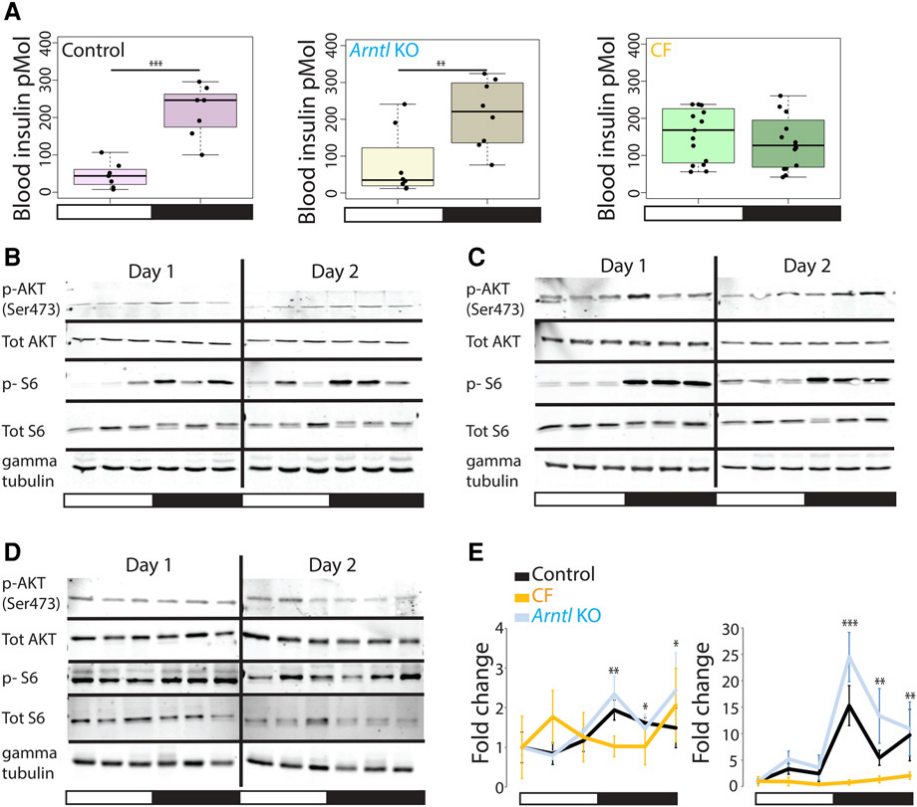
Effects of CF and *Arntl* KO conditions on nutrient-response mediators. (*A*) Night and day blood insulin concentration in control, *Arntl* KO, and CF mice. Each box plot represents the distribution of blood insulin concentration at different time points during the day (ZT02, ZT06, ZT10) and the night (ZT14, ZT18, ZT22). The horizontal black line is the median, and each point is the value for a given mouse: (***) *P*-value <0.0005; (**) *P*-value <0.005. (*B*) Immunoblots of control mouse liver samples collected every 4 h for 2 d and probed with antibodies directed against the antigens indicated on the *left*: p-AKT, AKT phosphorylated on serine 473, tot AKT, total AKT; p-S6, S6 phosphorylated on serines 235/236; Tot S6, total S6. Gamma tubulin was used as loading control. (*C*) As in *B*, but with *Arntl* KO mice liver samples. (*D*) As in *B*, but with CF mice liver samples. (*E*) Quantitation of the immunoblot signal fold changes obtained for phosphorylated AKT/Total AKT (*left*) and phosphorylated S6/Total S6 (*right*). Mean immunoblot signals were calculated for control (black, 3–5 samples per time point), *Arntl* KO (blue, 3–5 samples per time point), and CF (orange, 4–6 samples per time point) mice, and the signal at ZT02 was set at 1. For each condition, *P*-values were calculated for each night time point compared with the mean of all the day time points: (***) *P*-value <0.0005; (**) *P*-value <0.005; (*) *P*-value <0.05.

Altogether, these data show that in CF mice, the diurnal regulation of the AKT-TORC1 nutrient response, but not that of the core circadian clock, gene expression is lost; in *Arntl* KO mice, the diurnal regulation of the AKT-TORC1 nutrient response is, if anything, increased, whereas circadian clock gene expression is lost. The experimental system thus allows us to affect separately the AKT-TORC1 nutrient response and the core circadian clock.

### Increased overall Pol III gene occupancy in CF and *Arntl* KO mouse liver

To assess the effect of the circadian clock and the feeding–fasting response on Pol III recruitment throughout the day, we determined Pol III occupancy in the experimental system described above by ChIP-seq using an antibody against the Pol III subunit POLR3D (also known as RPC4) (Fig. 4A; Supplemental Table S5; Canella et al. 2010). The samples were spiked with a small, constant amount of human chromatin for sample-to-sample normalization (Bonhoure et al. 2014). We analyzed a set of loci either annotated as Pol III genes in the genome assembly or found significantly occupied by Pol III in one of our previous ChIP-seq analyses (Canella 2012; Bonhoure et al. 2014; Renaud 2014). Among these loci, we selected those significantly occupied by Pol III in at least one sample in one of the conditions. We first examined the mean score for all samples collected for each condition (two replicates for each of the six time points, i.e., 12 samples/condition). The mean Pol III occupancy was significantly higher in *Arntl* KO and CF mice compared with control mice (Fig. 4B), suggesting that one of the functions of ARNTL is to repress, directly or indirectly, overall Pol III occupancy, and that constant food ingestion increases overall Pol III occupancy.

**Figure 4.**
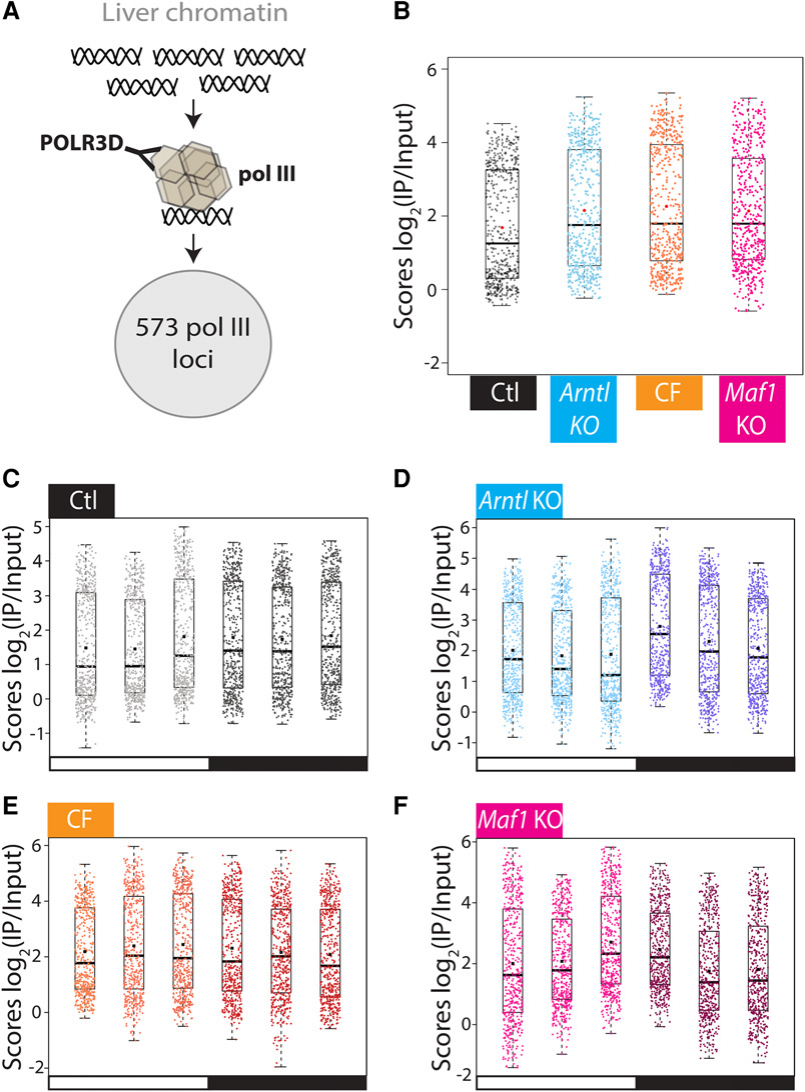
Pol III gene occupancy increase in CF, *Arntl* KO, and *Maf1* KO mice. (*A*) ChIP-seq was performed with an antibody directed against POLR3D (RPC4), a Pol III subunit, with pools of three liver samples from 12- to 14-wk-old mice collected every 4 h during two consecutive days. Five hundred seventy-three loci significantly occupied by Pol III in at least one sample in one of the conditions were analyzed. (*B*) Box plot showing, for each of the 573 loci, the mean of all scores [log_2_(IP/Input)] in all time points (12 samples per condition) for control, CF, *Arntl* KO, and *Maf1* KO liver samples. The mean and median of the 573 loci are represented with a black squared dot and a black line, respectively. (*C*) Box plot showing the mean score of two biological replicates at each time point for the 573 loci. (*D*) As in *C*, but for the *Arntl* KO mice. (*E*) As in *C*, but for the CF mice. (*F*) As in *C*, but for the *Maf1* KO mice.

### Increased Pol III occupancy during the night in control and *Arntl* KO, but not CF mice

We then examined Pol III occupancy at the different time points and in the different conditions. We first tested whether the occupancy scores could be fitted to a cosine curve and observed that this was the case for only 6%–16 % of Pol III loci at a *P*-value lower than 0.05. On the other hand, in both the control and *Arntl* KO mice, the mean Pol III occupancy scores appeared globally higher during the night than during the day (although there were differences at ZT10, the last time point of the day, see below), whereas CF mice showed little difference between day and night (Fig. 4C–E). To examine more closely this day–night difference, we compared intra-group variance of daytime samples (considered here as replicates) and nighttime samples (considered here as replicates) to the intergroup variance of day and night samples with limma (Ritchie et al. 2015). This confirmed a tendency for most of the Pol III loci in the control mice toward increased Pol III occupancy during the night, with 58 loci more occupied considering a *P*-value <0.05 (large black dots in Fig. 5A). In the *Arntl* KO mice, the difference was larger compared with the control mice, with 133 genes displaying significantly higher Pol III occupancy during the night. This gene set included most (46) of the 58 genes displaying higher nighttime occupancy in the control mice (Fig. 5B). In contrast, no increase of Pol III occupancy was observed during the night in the CF mice; in fact, of 27 genes whose occupancy was significantly affected, most showed a decrease during the night (Fig. 5C). Thus, both control and *Arntl* KO mice showed increased Pol III occupancy during the night, when food was available, whereas CF mice, which consumed food during both night and day, did not show this increase. This is consistent with the high nighttime Pol III occupancy occurring in response to food intake.

**Figure 5.**
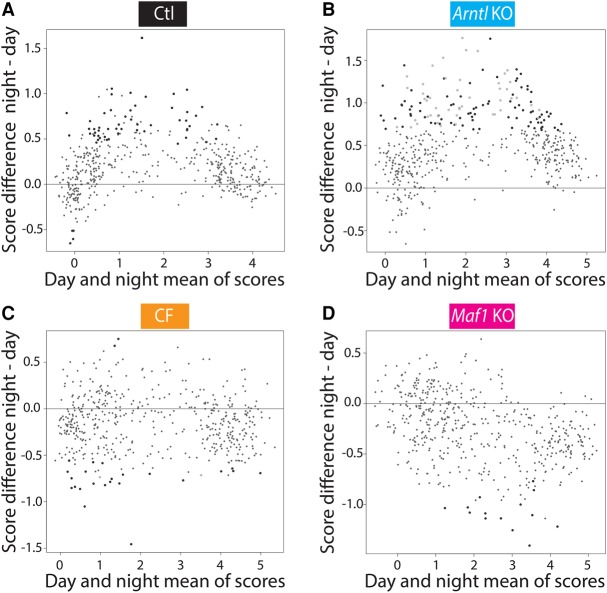
Nutrient-dependent increase of Pol III gene occupancy. (*A*) MVA plot comparing day and night average scores. For each locus, the three day scores were averaged and the three night scores were averaged. The MVA plot shows the average of day averages and night averages on the *x*-axis and the difference of night average – day average scores on the *y*-axis. Large black dots represent genes with significantly different day average and night average scores (*P*-value <0.05), as calculated with limma. (*B*) As in *A*, but for *Arntl* KO mice. The large black dots represent genes changing with a *P*-value <0.05 only in the *Arntl* KO mice, and the large gray dots represent genes changing with a *P*-value <0.05 in both the control and the *Arntl* KO mice. (*C*) As in *A*, but for the CF mice. The large black dots represent genes changing with a *P*-value <0.05 only in the CF mice, and the large gray dots represent genes changing with a *P*-value <0.05 in both the control and CF mice. (*D*) As in *A*, but for the *Maf1* KO mice. The large black dots represent genes changing with a *P*-value <0.05 only in the *Maf1* KO.

### Anticipation of night period in the liver of control and CF, but not of *Arntl* KO, mice

When we considered individual time points, specifically when we compared the beginning and the end of the light period (ZT02 versus ZT10), we confirmed the general tendency visible in Figure 4C,E toward increased Pol III occupancy in the control (17 genes with a *P*-value <0.05) as well as in the CF (41 genes with *P*-value <0.05) mice at the last time point of the day (Fig. 6A,C). In contrast, in the *Arntl* KO mice, there was no global increase. In fact, more loci showed decreased rather than increased Pol III occupancy (45 genes down and five genes up with *P*-value <0.05) (Fig. 6B). Thus in control mice and CF mice, which have a functional circadian clock, Pol III occupancy started to rise before the dark period, whereas in the *Arntl* KO, it started to rise after the beginning of the dark period and availability of food. This suggests that the core circadian clock contributes to the temporal regulation of Pol III occupancy leading to increased Pol III occupancy in preparation for the dark period, when control mice are normally active and ingest food.

**Figure 6.**
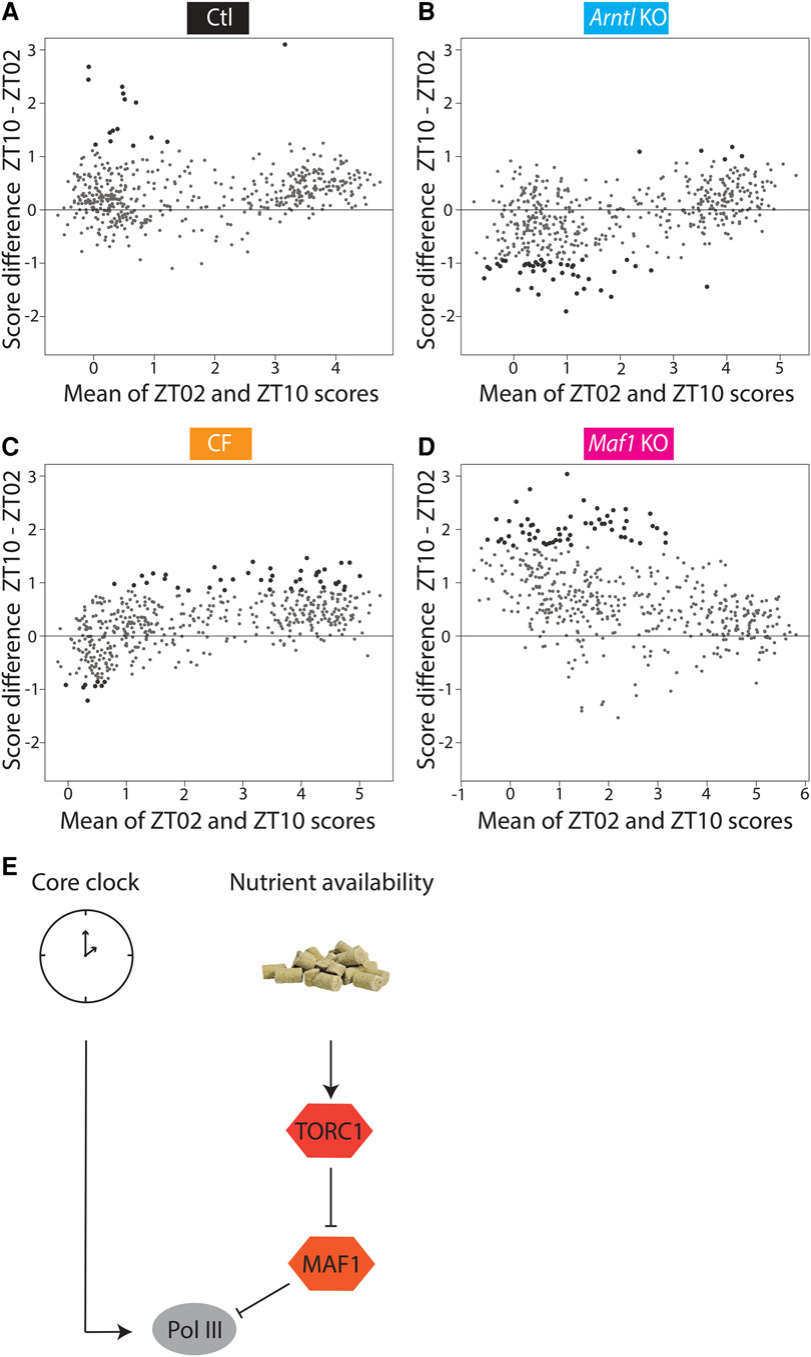
The circadian clock enables nutrient-independent Pol III recruitment. (*A*) MVA plot showing the average of ZT02 and ZT10 scores on the *x*-axis and the difference of ZT10 – ZT02 scores on the *y*-axis. Large black dots represent genes changing between day and night with a *P*-value <0.05, as calculated with limma. (*B*) As in *A*, but for *Arntl* KO samples. (*C*) As in *A*, but for the CF samples. (*D*) As in *A*, but for the *Maf1* KO samples. (*E*) Regulation of Pol III gene occupancy by the core clock, which activates Pol III before the night feeding period, and by the feeding response, which activates TORC1, which itself inactivates the MAF1 repressor.

### MAF1 contributes to regulation of Pol III occupancy by the nutrient response

The preceding results suggest that temporal Pol III occupancy is determined by two mechanisms: a core clock-dependent mechanism allowing increased Pol III occupancy just before the night (i.e., except for the CF mice, the feeding period) and a nutrient-response mechanism allowing increased Pol III occupancy during the feeding period. To determine whether the Pol III repressor MAF1 plays a role in these regulation mechanisms, we collected liver samples from *Maf1* KO mice fed only during the night. We first examined the behavior of the Pol II genes in the control rhythmic data set. 

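Maf1 itself was lower in the Maf1 KO livers, with a mean log2 signal of 4.95 ± 0.50 (SD, n = 18 arrays, 4.15 to 6.05) against 6.52 ± 0.24 in control livers (SD, n = 18, 6.06 to 6.84), a level that fell by 1.57 ± 0.13 (SE; adjusted p = 3.7e-12, limma). Maf1 encodes the repressor of Pol III. Of 28 measured genes of the Pol III machinery, a list that includes Maf1, 11 rose and 9 fell in level in Maf1 KO livers (11 and 9 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.63 by camera). Without Maf1 itself, chosen after seeing the data, 11 of 27 rose and 8 fell (adjusted p = 0.87 by camera). Over all genes, 344 genes (388 probe sets) were rhythmic, against 987 genes in control livers. Core clock genes remained overrepresented, with 5 of 10 measured (adjusted p = 3.4e-06 by Fisher's exact test; 10 adjusted over the list alone). So did clock output genes, with 4 of 10 (adjusted p = 9.2e-05; 10 adjusted over the list alone), and genes of glycolysis and glycogen, with 4 of 10 (adjusted p = 9.2e-05; 6 adjusted over the list alone). Lss, Pmvk and Mvk were the rhythmic genes among 19 of cholesterol synthesis (adjusted p = 0.020; 16 adjusted over the list alone). The 18 Maf1 KO arrays, 3 per time point, were normalized with RMA by the authors like the others, and the mice ate during the night. The array labelled ZT18 replicate 1 stood apart, and without it, a choice made after seeing the data, 744 probe sets (642 genes) were rhythmic in Maf1 KO livers. With all arrays an adjusted p under 0.05 called 1194, and leaving out 1 replicate number gave 63 to 156 at the fixed threshold.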

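Chka had an amplitude of 1.51 ± 0.10 in Maf1 KO livers and Clpx, which encodes a mitochondrial chaperone, one of 1.13 ± 0.089, against 1.44 ± 0.098 and 1.13 ± 0.068 in control livers (SE, n = 18 arrays each). Pdk4 had 1.35 ± 0.080. None of the tested probe sets, these genes included, differed in rhythm between control and Maf1 KO livers by limma at an adjusted p under 0.05, where 2370 (5.73%) had an unadjusted p under 0.05 and an ordinary F test also gave 0. The count was 1 without the Maf1 KO array ZT10 replicate 2 and 0 without any other single array. Simulated data of this size had independent noise and 200 added differences in amplitude each of 0.25, 0.5 and 1. The same test found 66.5% of those of 0.5 and 14.0% of those of 0.25. With so many true differences the adjusted threshold is looser than in the real comparison, so these shares may be too high there. Across the 868 control rhythmic probe sets with an amplitude above 0.25, the squared correlation of the amplitudes in control and Maf1 KO livers was 0.803 (bootstrap SD 0.046), and the phases lay within 2 h of each other for 734 (84.6%). The circular correlation of the phases was 0.941 (bootstrap SD 0.060). In 100 bootstrap draws the Maf1 KO value exceeded that of CF in 84 for the amplitudes, 98 for the circular correlation and 87 for the share within 2 h. Without the array labelled ZT18 replicate 1, chosen after seeing the data, the squared correlation was 0.832, the circular correlation 0.953, the share within 2 h 86.6% and the count of differences 0, with 2411 at an unadjusted p under 0.05.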

Compared with the *Arntl* KO and CF conditions, the amplitudes and phases in the *Maf1* KO samples were the most highly correlated with those in the control condition (Supplemental Fig. S4A,B). The phases of mRNA accumulation were only slightly changed; specifically many genes with a phase between ZT22 and ZT24 in the control had a phase between ZT00 and ZT02 in the *Maf1* KO (Supplemental Fig. S4B,C; Supplemental Table S1). Indeed, PAM analysis revealed a pattern very similar to that obtained in the control conditions (Supplemental Fig. S4D), and specific examination of the core circadian clock genes revealed slightly delayed phases and little changes in amplitude (Supplemental Fig. S4E).

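Several genes with large rhythms peaked later in Maf1 KO than in control livers, among them Chka, at 23.9 h against 22.3 h in control livers, Clpx, at 0.794 h against 23.3 h, and Cdkn1a, at 22.9 h against 21.8 h. Pdk4 had a phase of 0.353 h in Maf1 KO livers, and Spata22 was earlier, at 2.49 h against 2.90 h. Of the 130 probe sets with a control phase from ZT22 to ZT24, 71 (54.6%) had a phase from ZT00 to ZT02 in Maf1 KO livers, 55 (42.3%) stayed from ZT22 to ZT24 and 118 were later, with a median shift of 1.13 h. Over all 868, 647 (74.5%) were later, with a median shift of 0.805 h. Without the array labelled ZT18 replicate 1, chosen after seeing the data, 75 of the 130 moved to ZT00 to ZT02, 49 stayed, and the median shift was 1.20 h. The shift of single genes was not past the limma test for any probe set.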

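Clock genes kept most of their amplitude in Maf1 KO livers. Arntl had an amplitude of 1.87 ± 0.13 with a phase of 23.5 h, against 22.5 h in control livers, and Dbp had 1.66 ± 0.16 with a phase of 11.8 h, against 10.4 h (SE, n = 18 arrays each). Npas2, Ciart and Per3 had amplitudes of 2.19 ± 0.24, 2.18 ± 0.26 and 1.11 ± 0.16. Nr1d1 and Cry1, at 1.97 ± 0.35 and 0.71 ± 0.14, missed the threshold for a rhythm (p = 2.0e-04 and 7.0e-04 by the F test) with all 18 arrays. Both passed it without the array labelled ZT18 replicate 1 (amplitudes 2.36 and 0.85, p = 8.7e-10 and 2.8e-07). Over the 8 measured clock genes, 7 were later than in control livers, with a mean shift of 0.682 ± 0.674 h (SD over genes; two-sided permutation test, 100000 resamples, p = 0.014), and the median amplitude ratio was 0.901 (0.707 to 1.02). Without that array, chosen after seeing the data, the shift was 0.759 ± 0.463 h (permutation test, p = 0.0058) with 7 of 8 later, and the ratio was 0.915. The shift did not pass without control replicate 1 (0.570 h, permutation test, p = 0.087), control replicate 2 (0.684 h, p = 0.061) or Maf1 KO replicate 2 (0.389 h, p = 0.10). On that array Nr1d1 had a signal of 10.90, against 7.14 as the mean of the other ZT18 arrays and 10.86 ± 0.27 at ZT06 (SD). Cry1 had 5.52, against 7.00 and 5.50. When the control rhythmic probe sets were clustered on the Maf1 KO means, the adjusted Rand index with the control clusters was 0.703. The median amplitudes of the 3 control clusters in Maf1 KO livers were 0.29, 0.35 and 0.27. The paper states that MAF1 has relatively small effects on the control rhythmic data set.

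**Figure D6:**
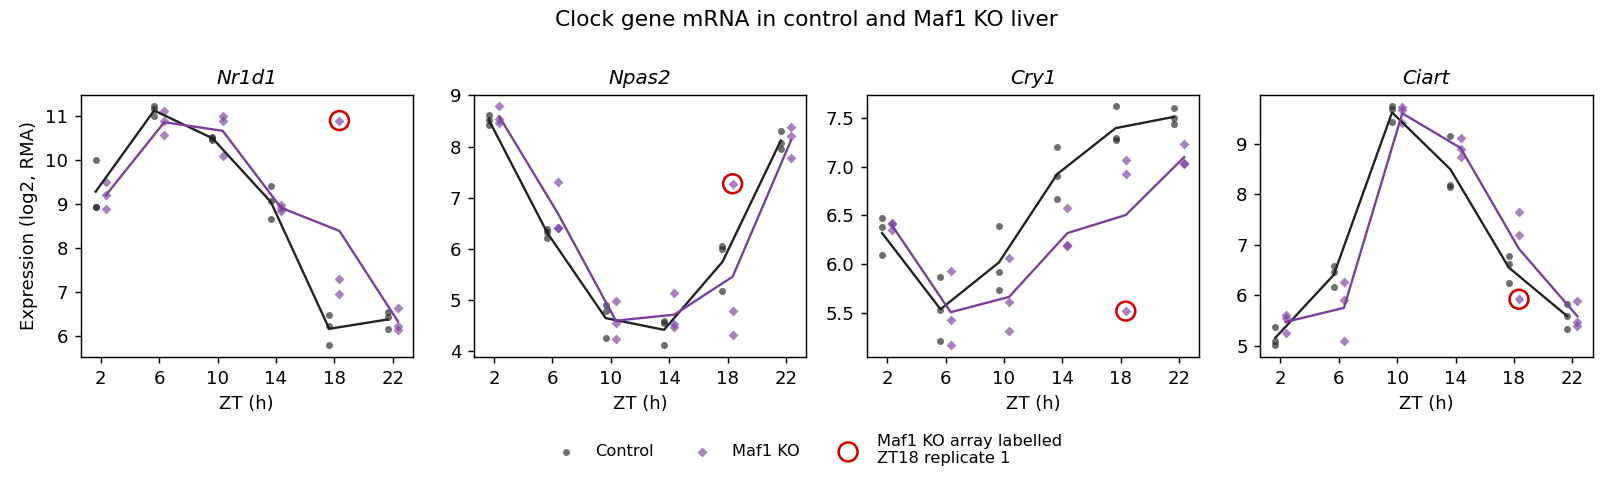
Log2 signal of Nr1d1, Npas2, Cry1 and Ciart by time point (ZT) in control and Maf1 KO livers; each point is 1 array, lines join the means of the time points, and a ring marks the array labelled ZT18 replicate 1. Its Nr1d1 signal is 10.90, against a mean of 7.14 for the other ZT18 arrays.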

Contrasting with the relatively small effects on the control rhythmic data set, the absence of MAF1 resulted in an overall increase in Pol III gene occupancy compared with control mice, similar to that observed in CF mice and *Arntl* KO mice (Fig. 4B). This observation is consistent with previous results obtained in *Maf1* KO mouse liver (Bonhoure et al. 2014) and with the recent observation that MAF1 is a chronic repressor of Pol III in human cells (Orioli et al. 2016). Moreover, the Pol III occupancy pattern at the different time points showed an increase at the end of the day and beginning of the night (Fig. 4F), but a comparison of the averaged day and the averaged night time points revealed no increased occupancy during the night; in fact 14 genes showed a significant decrease (Fig. 5D). This suggests that in the *Maf1* KO mice, the feeding–fasting regulation, which results in lower Pol III occupancy during most of the day, is lost, consistent with this lower daytime occupancy being normally caused by the known inactivation of the MAF1 repressor by the TORC1 pathway. We then compared Pol III gene occupancy at the beginning and end of the day and observed a clear increase at the end of the day, with 58 genes showing a significant increase (Fig. 6D). This is consistent with the idea that the core clock-dependent regulation, which causes Pol III occupancy to rise in preparation for the night (and feeding) period, is maintained. Thus, the feeding–fasting regulation is largely MAF1-dependent, whereas the end of day increase before the feeding period is largely MAF1-independent.

## Discussion

Pol III transcription has been shown to be tightly linked to cell growth and proliferation, both in yeast and in mammals (White 2004, 2008; Vannini et al. 2010; Bhargava et al. 2013; Moir and Willis 2013, 2015), and is repressed following nutrient limitation, DNA damage, rapamycin treatment, and other stresses in a process that requires the MAF1 protein (Upadhya et al. 2002; Reina et al. 2006; Michels et al. 2010). Here, we have explored whether Pol III transcription is regulated during the diurnal cycle in mouse liver, whether any such regulation might reflect a response to nutrients, and whether it might be dependent on the MAF1 protein. To do so, we first characterized the experimental system by examining differences in rhythmic mRNA accumulation as measured by microarray assays under the different conditions.

### Rhythmic genes in WT, CF, and *Arntl* KO conditions

Microarray analysis of liver RNA from control mice identified 1627 rhythmic genes with two main phases, at the beginning and the end of the night. This is consistent with a number of previous studies that have defined variously sized sets of rhythmic genes, often with two main phases, although the phase values vary from study to study. This variation probably results from different analysis pipelines, but also from different experimental conditions: for example, constant darkness or constant dim light versus a 12-h day/12-h night regimen, or ad libitum feeding versus night-restricted feeding (Panda et al. 2002; Storch et al. 2002; Miller et al. 2007; Le Martelot et al. 2012; Menet et al. 2012; Zhang et al. 2014; Atger et al. 2015). Indeed, restricted feeding in particular is known to increase the number as well as the amplitudes of cycling transcripts (Vollmers et al. 2009; Hatori et al. 2012; Atger et al. 2015). Among the 1627 genes, a set of 194, several of them involved in catabolic processes, oscillated in all conditions, albeit with much higher amplitudes in WT mice than in CF or *Arntl* KO conditions. These genes are probably regulated by a number of concordant rhythmic signals, at least one of which remains active in the *Arntl* KO mice and the CF mice.

The sets of genes oscillating in the CF and *Arntl* KO samples were quite different from the set in WT samples. In particular they contained newly oscillating genes, albeit with relatively low amplitudes, associated with stress-related processes such as positive regulation of TRP53 in the CF case, and basal mechanisms such as DNA replication and ribosome biogenesis in the second case (Supplemental Table S2). These genes may normally be subjected to at least two rhythmic signals, one linked to night-restricted feeding and the other to a functional core circadian clock, that counteract each other and are thus revealed only when one of the two signals is abolished. 

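In Arntl KO livers, genes of ribosome biogenesis were overrepresented among the rhythmic ones. By adjusted p they came after those of ER stress, of insulin and TORC1 signaling and of heat shock. Bysl, which acts in the assembly of the small ribosomal subunit, had an amplitude of 0.57 ± 0.076 (SE, n = 18 arrays) and a phase of 17.3 h, against 0.30 ± 0.079 in control (SE, n = 18) and 0.21 ± 0.061 in CF livers (SE, n = 32). Heatr1, a factor of ribosomal RNA processing, had 0.45 ± 0.065, 0.25 ± 0.070 and 0.15 ± 0.051 in the same order. Rrn3, which recruits RNA polymerase I, had 0.29 ± 0.047 in Arntl KO livers. Of 41 measured genes 9 were rhythmic in Arntl KO livers (adjusted p = 4.1e-05 by Fisher's exact test; 36 adjusted over the list alone) and 7 in Arntl KO livers only (adjusted p = 1.7e-04), while 0 were rhythmic in CF livers only. The difference in rhythm from control itself was not past the limma test for any of these 7. For the list it passed with a higher amplitude for 0 genes (3 adjusted over the list alone) and with a lower one for 1, Gnl3 (2 adjusted over the list alone). The call of Gnl3 ended in 11 of 36 runs with 1 array left out (adjusted p of up to 0.067, without the control array ZT18 replicate 1). Of 19 measured genes of insulin and TORC1 signaling 6 were rhythmic in Arntl KO livers only, among them Tsc1, Rictor and Insr (adjusted p = 3.1e-05). So were 4 of 15 of ER stress (Hspa5, Pdia6, Hsp90b1 and Calr; adjusted p = 0.0016), 4 of 26 translation factors (adjusted p = 0.011), and 3 of 16 of fatty acid synthesis (Acly, Fasn and Mlxipl; adjusted p = 0.020). The difference in rhythm from control passed with a higher amplitude for 0 genes of insulin and TORC1 signaling, 0 of ER stress, 2 of translation factors and 5 of fatty acid synthesis (1, 3, 2 and 6 adjusted over the list alone). In the cell cycle list Tk1, the thymidine kinase, and Pola1, a subunit of the DNA polymerase that starts replication, were rhythmic in Arntl KO livers, 2 of 20 (adjusted p = 0.45). They had amplitudes of 0.51 ± 0.048 and 0.35 ± 0.057 and a change from control (adjusted p = 3.7e-09 and 0.022, limma). The replication helicase genes Mcm4 and Mcm2 had 0.53 ± 0.10 and 0.38 ± 0.10 in Arntl KO livers, short of the threshold (p = 5.7e-04 and 0.0078). In CF livers only, 0 of 10 targets of TRP53 were rhythmic. No list was overrepresented, with 3 of 18 genes of fatty acid oxidation and 3 of 17 of xenobiotic metabolism at the lowest adjusted p, 0.19.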

The phases of these signals may be different, or one signal may be activating and the other repressing.

### The nutrient response cycle and the circadian clock in CF and *Arntl* KO samples

Expression of the core clock genes was, as expected, greatly affected in *Arntl* KO mice, with large losses of amplitudes, but largely unaffected in CF mice, where the main effect was a slight (1.5 h) phase advance. This is consistent with the previous observation of core clock gene phase advances in mice subjected to ultradian feeding cycles (feeding cycles with a period shorter than 24 h), although the previously observed phase shifts were larger (4–6 h), perhaps because unlike in our case, the mice were calorie-restricted (van der Veen et al. 2005; Sen et al. 2017).

The nutrient response involves notable changes in plasma insulin levels and activation of the AKT and TORC1 pathways. TORC1 activation in turn leads to activation of translation, notably translation of TOP mRNAs, which encode components of the translation apparatus and ribosomes (Thoreen et al. 2012). We found that day–night changes in both plasma insulin levels and in TORC1 activation were maintained in the *Arntl* KO mice under night-restricted feeding conditions; in fact, TORC1 activation during the night was, if anything, stronger in *Arntl* KO mice than in control mice. Moreover, some of the pathways represented among the genes oscillating only in the *Arntl* KO mice were linked to translation and ribosome biogenesis (Supplemental Table S2). The rhythmic activation of TORC1 in *Arntl* KO mouse liver may seem contradictory to previous results, which have shown liver TORC1 activation to be under circadian clock control; rhythmicity was maintained under constant darkness and under conditions of starvation (Jouffe et al. 2013), and translation and ribosome biogenesis was dependent on the circadian clock in various organisms (Dong et al. 2008; Piques et al. 2009; Xu et al. 2011; Jouffe et al. 2013; Khapre et al. 2014). More recent results, however, have pointed to a pivotal role of feeding rhythms in rhythmic translation of TOP mRNAs (Atger et al. 2015). Our results clearly show that the TORC1 pathway in the liver can be activated by feeding in the absence of a functional core clock; furthermore, ultradian feeding in mice with an intact circadian clock leads to more or less constant TORC1 activation with no change between day and night, correlating with a flattened blood insulin profile. This suggests that the response to feeding is largely dominant over any circadian control for liver TORC1 activation.

### Control of Pol III gene occupancy by both the circadian clock and the feeding response

In control mice fed only during the night, Pol III occupancy, as summarized by the mean of the ChIP-seq scores, rose during the day to reach a maximum at the end of the day, after the peak of ARNTL binding to its targets (Koike et al. 2012), and remained high during the night. A comparison with the dynamics of Pol III occupancy in different genotypes and conditions suggests that this pattern reflects two combined modes of regulation—one corresponding to a response to food ingestion and the other corresponding to a circadian regulation independent of food ingestion, as illustrated in Figure 6E. Thus, in mice that lacked ARNTL and, therefore, a functional clock, Pol III occupancy was strongly increased at the beginning of the night rather than at the end of the day, consistent with Pol III recruitment in response to, but not in anticipation of, food ingestion. Moreover, *Arntl* KO mice displayed an overall increase in Pol III occupancy and accentuated day–night differences, suggesting that a functional clock serves not only to prepare the liver for food ingestion but also to keep Pol III transcription in check and to dampen its variation.

In constantly fed mice, there was no overall difference in average Pol III occupancy during day and night; nevertheless the increased occupancy at the end of the day, before the feeding period, was present. These mice then seem to retain a mechanism, lost in the *Arntl* KO mice, that leads to higher occupancy in anticipation of the feeding period. This mechanism, which does not correspond to a nutrient response and is dependent on ARNTL, is most likely a circadian-clock directed response.

### Pol III regulation in *Maf1* KO mice

In human cultured cells, MAF1 can be found on Pol III genes not only after serum starvation but also, although to a lesser extent, under serum-replete conditions, suggesting that MAF1 keeps Pol III transcription in check even under optimal growth conditions (Orioli et al. 2016). Here, we observed that overall Pol III gene occupancy was increased in the *Maf1* KO mice, both during night and day, i.e., during both fasting and feeding period, confirming the idea that MAF1 serves to limit Pol III transcription under a wide variety of conditions. Nevertheless, MAF1 is clearly a major mediator of Pol III transcription regulation in response to nutrients, controlled by the insulin-TORC1 signal transduction pathway. Thus, in yeast, Maf1 binding to Pol III loci correlates with Pol III transcription repression in the absence of nutrients or exposure to rapamycin (Oficjalska-Pham et al. 2006; Roberts et al. 2006). And in mammalian cells, Pol III occupancy is decreased after serum withdrawal, an effect strongly attenuated upon siRNA-mediated knockdown of *Maf1*, and Pol III occupancy increases again upon addition of insulin (but not upon addition of insulin together with rapamycin) (Orioli et al. 2016). In the experimental system used here, we observe higher Pol III occupancy during the night in both control and *Arntl* KO mice, but not in CF mice, strongly suggesting that in the animal, major regulation of Pol III is in response to food intake. Consistent with this picture, *Maf1* KO mice, like the CF mice, did not display increased Pol III occupancy during the night although they had access to food only during the night. Instead, Pol III occupancy was high even during the day. Nevertheless, there was a clear increase at the end of the day, consistent with ARNTL-dependent higher Pol III occupancy in anticipation of the feeding period still being functional. Our results here show that MAF1 is partly inactivated in response to feeding and thus corresponds to a mediator of the feeding–fasting response in the animal (Fig. 6E).

### Concerted regulation of components of the translation apparatus

Translation efficiency of certain mRNAs, as determined by ribosome profiling, is regulated during the diurnal cycle (Atger et al. 2015). A striking example is that of the TOP mRNAs, which encode the protein components of the ribosome, and which are most highly translated during the night (Jouffe et al. 2013; Atger et al. 2015). Moreover, transcription of 45S RNA, the precursor of the large ribosomal RNA, is also activated during the night (Jouffe et al. 2013). Our results show that yet other components of the translation apparatus, synthesized by Pol III, are rhythmically synthesized (as measured by Pol III occupancy) (Orioli et al. 2016) with peak expression during the night, and that this effect results in part because MAF1-mediated repression of Pol III transcription is decreased during that time. As MAF1 is directly phosphorylated and thus inactivated by TORC1 (Wei et al. 2009; Kantidakis et al. 2010; Michels et al. 2010), these combined observations show that TORC1 activation during the night coordinates the rhythmic synthesis of the entire translation apparatus.

## Methods

### Animals

Control and *Arntl* KO (Jouffe et al. 2013) mice were housed under a 12-h light/12-h dark regimen with food and water ad libitum for 3 wk. Then, the food was accessible only during the nighttime, from 7 p.m. to 7 a.m., for at least 1 wk before sacrifice (see Fig. 1A). Constantly fed mice were housed under a 12-h light/12-h dark regimen with food and water ad libitum for 2 wk in special cages for acclimatization (Supplemental Fig. S1A). The cages contained a compartment for storage of chow powder closed by a door wired to a computer-controlled motor, which could be programmed to set opening and closing times (Supplemental Fig. S1). Preliminary week-long tests established that allowing access to food for 11 min every 3 h led to weight loss but trained the mice, which were hungry, to feed every time the door opened (with a noise); this regimen could be followed by a regimen allowing feeding for 16 min every 3 h, during which mice continued to feed at every door opening but displayed normal weight gain. The food was thus made available during 11 min every 3 h for a 2-d training period followed by at least 5 d during which food was made available during 16 min every 3 h.

### Liver extracts and Western blotting

Livers were homogenized in RIPA buffer containing Complete Mini and PhosSTOP (Roche). Samples were centrifuged at 14,000*g* for 15 min at 4°C, the interphase was transferred to a new tube, and protein concentration was determined by the BCA assay (Pierce). For Western blotting, the membranes were probed with anti-AKT and anti-phospho-AKT (antibodies 9272 and 9271S from Bioconcept), anti-S6 ribosomal protein and its form phosphorylated on serines 235/236 (antibodies 2217 and 2211S from Bioconcept), and anti-gamma tubulin (antibody 16504 from Abcam) antibodies.

### Microarrays

Pieces of perfused livers (50–100 mg) were added to 1 mL of TRIzol (Life Technologies), mechanically homogenized, and RNA was extracted according to the manufacturer's instructions. Samples from three mice for the control, the *Arntl* KO, and the *Maf1* KO conditions and from 5–6 mice for the CF condition were processed. RNA concentration was determined with a NanoDropND-1000 spectrophotometer, and RNA quality was assessed with the Fragment Analyzer (Advanced Analytical Technologies). For each sample, 100 ng of total RNA was then amplified with the Ambion WT Expression Kit (4411973, Life Technologies). The resulting amplified cDNA material (5.5 µg) was fragmented and labeled with GeneChip WT Terminal Labeling kit (901525, Affymetrix). Affymetrix Mouse Gene 2.0ST arrays were hybridized with 3.7 µg of the fragmented and labeled cDNA material at 45°C for 16 h, then washed and stained according to the manufacturer's protocol (Affymetrix GeneChip Expression Analysis Manual, Fluidics protocol FS450_0002).

The arrays were scanned with the GeneChip Scanner 3000 7G (Affymetrix). Normalized expression signals were calculated from Affymetrix CEL files by the Robust Multi-array Average algorithm (RMA), with the Affymetrix Expression Console Software (version 1.3.1.187). Hybridization quality was assessed with Expression Console Software.

### Rhythmicity analysis and gene selections

To estimate the phase and amplitude of mRNA accumulation, we fitted a harmonic regression with a 24-h period to the normalized microarray expression signals and to the Pol III ChIP-seq scores (Equation 1). Genes were considered as rhythmic if the *P*-value associated with the *F*-statistic of the model represented by Equation 1 was lower than 0.0001.

(1) $$y=b0+b1\times \cos\left(t\times \frac{2\pi }{24}\right)+b2\times \sin\left(t\times \frac{2\pi }{24}\right)+e.$$

Equation 1 is the regression model that was fitted to the gene expression profiles, in which *b*0 represents the mean signal, *b*1 and *b*2 are the coefficients of the cosine and sine functions. The amplitude and the phase were estimated as (sqrt(*b*1^2^ + *b*2^2^)) and (atan(*b*1/*b*2)*24/(2*π)), respectively. The mean signal is obtained by calculating the mean of the expression levels of every gene throughout the day. The amplitude is the distance between the highest expression level and the lowest expression level divided by 2. The phase is the time of the day when a gene has its maximal expression.

### Chromatin immunoprecipitation and sequencing

Preparation of chromatin immunoprecipitation and libraries, high-throughput sequencing, and Pol III occupancy score calculations are as described in Bonhoure et al. (2014).

## Data access

The data in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE89837.

## CycliX Consortium

Nouria Hernandez,^7^ Mauro Delorenzi,^8^,^9^,^10^ Bart Deplancke,^11^ Béatrice Desvergne,^7^ Nicolas Guex,^12^ Winship Herr,^7^ Felix Naef,^11^ Jacques Rougemont,^13^ Ueli Schibler,^14^ Teemu Andersin,^14^,^15^ Pascal Cousin,^7^ Federica Gilardi,^7^ Fabienne Lammers,^7^ François Mange,^7^ Dominic Villeneuve,^7^ Fabrice David,^8^,^13^ Roberto Fabbretti,^12^ Philippe Jacquet,^8^,^13^ Irina Krier,^11^ Dmitry Kuznetsov,^12^ Marion Leleu,^8^,^13^ Robin Liechti,^12^ Olivier Martin,^12^ Eugenia Migliavacca,^7^,^12^,^16^ Aurélien Naldi,^7^,^17^ Viviane Praz,^7^,^8^ Leonor Rib,^7^ Jonathan Sobel,^11^ Volker Vlegel,^12^ Ioannis Xenarios,^7^,^8^,^12^

## Supplementary Material

Supplemental Material

## Footnotes

7 Center for Integrative Genomics, Faculty of Biology and Medicine, University of Lausanne, 1015 Lausanne, Switzerland

8 Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

9 Bioinformatics Core Facility, Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

10 Department of Oncology and Ludwig Center for Cancer Research, Faculty of Biology and Medicine, University of Lausanne, 1011 Lausanne, Switzerland

11 Interfaculty Institute of Bioengineering, School of Life Sciences, Ecole polytechnique Fédérale de Lausanne, 1015 Lausanne, Switzerland

12 Vital IT, Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

13 Bioinformatics and Biostatistics Core Facility, School of Life Sciences, Ecole polytechnique Fédérale de Lausanne, 1015 Lausanne, Switzerland

14 Department of Molecular Biology, Faculty of Sciences, University of Geneva, 1211 Geneva, Switzerland

Present addresses: ^15^Dualsystems Biotech AG, 8952 Schlieren, Switzerland; ^16^Nestlé Institute of Health Sciences, 1015 Lausanne Switzerland; ^17^University of Montpellier, 34095 Montpellier, France

# Supplementary material for: Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock
**Source:** Genome Res. 2017 Jun;27(6):973–84. doi: 10.1101/gr.217521.116
**Supplement:** Supplemental Material

Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock — Supplemental Material 

# Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Table\_S1.xls
- Supplemental\_Table\_S2.xls
- Supplemental\_Table\_S3.xls
- Supplemental\_Table\_S4.xls
- Supplemental\_Table\_S5.xls

# Supplementary material for: Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock
**Source:** Genome Res. 2017 Jun;27(6):973–84. doi: 10.1101/gr.217521.116
**Supplement:** Supplemental Material

Days	4	8	14	16	21
Weight (g)	23.43	24.35	25.21	24.76	26.11
Std	1.27	1.55	1.76	1.88	1.69

Supplemental Fig. S1. Restricted feeding cages.

(A) Side view of a cage used for the CF condition. On the right of the cage, the motorized cover in an open (left photograph) or closed (right photograph) position allowing controlled access to food. The use of powdered food together with the grid in front of the eating area prevented mice from hoarding food. (B) Mean weight of mice ($n=33$) during the three weeks of the experiment; for the first two weeks, the motorized cover was left open to allow mice to get acclimated to the cage. At days 15 and 16, the cover opened (with a noise) for 11 minutes every three hours, which left the mice hungry and got them used to feed every time the cover opened. From day 17 to time of sacrifice (day 21), the cover opened for 16 min every three hours, which allowed mice to regain normal weight. (C) Mean weights ($n=33$) and standard deviations.

# Supplementary material for: Diurnal regulation of RNA polymerase III transcription is under the control of both the feeding–fasting response and the circadian clock
**Source:** Genome Res. 2017 Jun;27(6):973–84. doi: 10.1101/gr.217521.116
**Supplement:** Supplemental Material

A

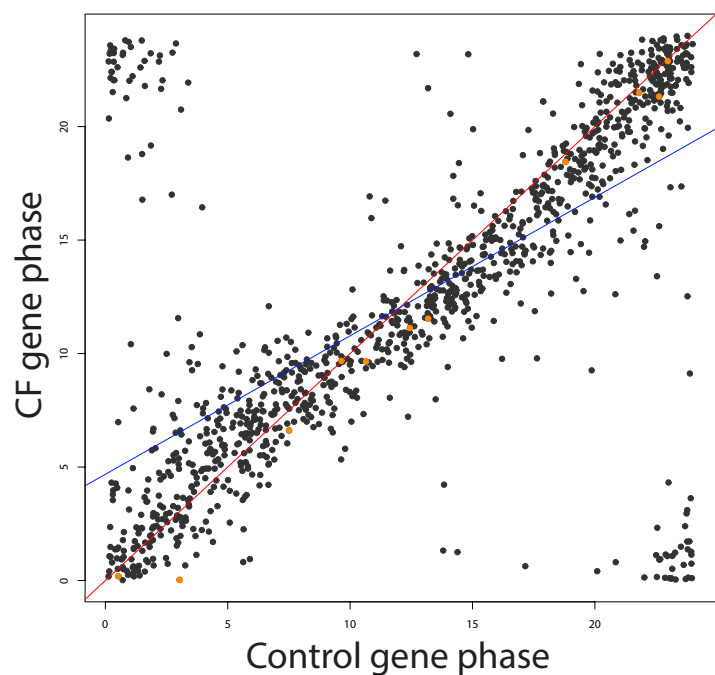

B

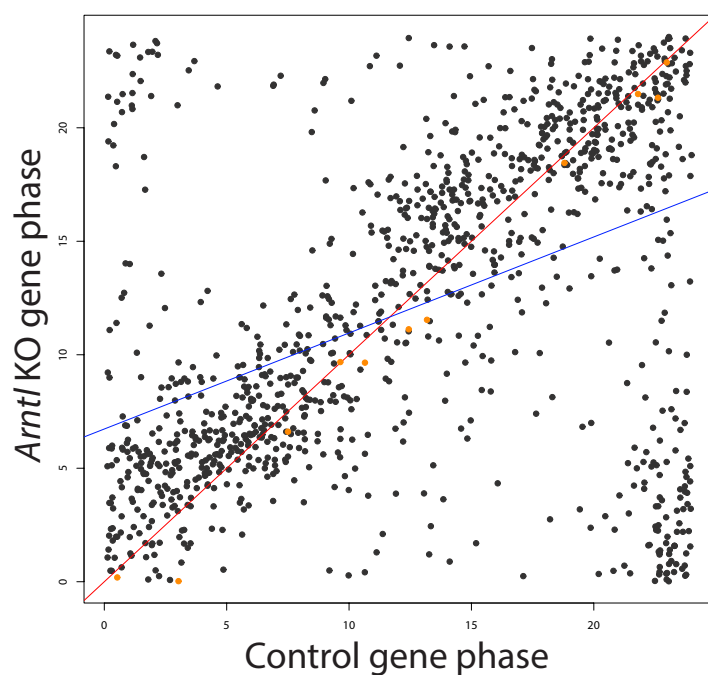

Supplemental Fig. S2. Phase analysis.

(A) Scatter plots showing phases for the genes in the control dataset in control (x-axis) and CF (y-axis) liver. The red line is the $X = Y$ line and the blue line is the best fit. The orange dots are circadian-related genes, selected according to gene ontology analysis. (B) As in A but in control (x-axis) and *Arntl* KO (y-axis) liver.

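The scatterplots of this supplement set the time of maximal expression of each probe set in 1 condition against that in control liver, so that a probe set with an unchanged phase lies on the diagonal. The median absolute difference in phase from control was 1.18 h in CF and 2.24 h in Arntl KO livers over the 868 probe sets. For single genes, Srebf1 moved from 15.3 h in control to 22.1 h in Arntl KO livers (adjusted p = 0.0012 for amplitude and phase together, limma). Erbb4 was at 7.78 h, 7.99 h and 8.73 h in control, CF and Arntl KO livers (adjusted p = 0.76 and 0.40). Gpcpd1 had 8.01 h, 9.74 h and 7.88 h, and its rhythm did not pass the test against control in either condition. A phase is an angle, so peaks shortly before and shortly after ZT00 lie close together although they fall on opposite edges of such a plot.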

How the deposited data were processed for this re-analysis (not part of the article)

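Liver mRNA was measured on Affymetrix Mouse Gene 2.0 ST arrays in control mice (18 arrays), CF mice (32), Arntl KO mice (18) and Maf1 KO mice (18), 86 arrays in all, at 6 time points 4 h apart. The authors scanned the arrays and normalized them by RMA in Affymetrix Expression Console 1.3.1.187, which corrects the background, equalizes the distributions of the arrays by quantiles and summarizes the probes of each probe set. The deposited values are log2 signals of 41345 probe sets, and they were taken as such. Whether all arrays were normalized in 1 run is not stated. The values were used as deposited, with no filter, and the background correction cannot be changed from them. Every array was mapped to its condition, time point and replicate from its label, and 0 columns were left unmapped. No day, batch or cage is given for any array.

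Gene symbols came from the table supplied for the array, in which 23521 probe sets list 1 symbol, 1814 several and 16010 none, for 22180 symbols in all. Where a symbol had more than 1 probe set, the one with the lowest p for a rhythm in control was used for gene counts and named genes. A group of 1395 probe sets had values identical to those of another probe set. The gene table of the mouse genome supplied was used for gene order and gene class only.

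In each condition a cosine and a sine term with a period of 24 h were fitted to each probe set by harmonic regression in R 4.3.3, as the paper describes. The amplitude is the distance from the fitted mean to the fitted peak in log2, and a probe set was called rhythmic at a p of 0.0001 or less by the F test of both terms. The amplitude filter of 0.25 is the paper's. Differences in rhythm were tested with the moderated F test of limma 3.58.1 on the interaction of condition with both terms, and differences in the level over the day with the moderated test of limma with the 6 time points as a factor, each on the arrays of 2 conditions only. A p adjusted by the Benjamini-Hochberg method under 0.05 was taken as a call. Standard errors of amplitudes and phases come from the regression, and the SDs of correlations and ratios from 100 bootstrap draws of arrays within time points. Clusters were found by partitioning around medoids in the R package cluster 2.1.8.1, on the means of the time points scaled per probe set, for 2 to 10 clusters. Shifts of the clock genes were tested by permuting the condition labels within time points 100000 times, two-sided. The share of phases within 2 h of control and the correlation of Fisher and Lee were chosen after the data were examined.

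The 33 gene lists, on clock, metabolism, stress, growth, sex and cell types, were written beforehand. For rhythms each list was compared with all other genes by Fisher's exact test, and for levels by camera with a preset correlation of 0.01, with an estimated correlation as an alternative. The rule for the genes named singly was fixed beforehand too. It takes the genes the paper names, the 10 largest amplitudes per condition, the 10 largest losses and gains of amplitude and of level per comparison, the 10 largest control amplitudes per cluster, 2 to 4 members of each list, and every member of the lists of core clock, cholesterol synthesis, Pol III machinery and sex genes. The amplitudes of Supplemental Table S1 had been seen by then. Further members are named where a count is 5 or lower, and these were chosen after their values were seen.

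The alternatives were the limma moderated F test, time as a 6-level factor, an adjusted p under 0.05 for rhythms and under 0.01 for differences, each array centred on its median, quantile normalization again, a replicate block, removal of the dim probe sets, 1 probe set per symbol, CF replicates 1 to 3 only, no amplitude filter, a set chosen on control replicates 1 and 2, other distances and numbers of clusters, an ordinary in place of a moderated test, and leaving out each replicate number. Chosen after seeing the data were the probe sets of Supplemental Table S1 as the set, the Pol III list without Maf1, single arrays left out, and fits without the 3 Maf1 KO arrays of highest Maf1 signal, without the array labelled ZT18 replicate 1 of Maf1 KO mice, and without the CF array ZT18 replicate 5. The fits were tested on simulated data with 200 changed probe sets per size, all sizes together, and independent noise. A difference in amplitude of 0.5 was found for 74.5% in the CF design and 64.0% in the Arntl KO design, and one of 0.25 for 24.5% and 15.5%. The number of arrays limits the precision, and counting error does not apply to them. The Pol III ChIP-seq, immunoblot and insulin data have no values here, so no conclusion on Pol III occupancy was examined.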

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

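The tests of small RNAs, of the other probe sets that list Rps13 and of the single Maf1 KO array, below, were chosen after the results were seen, and the others were set beforehand.

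The Maf1 KO array labelled ZT18 replicate 1 has the expression profile of another time of day. Read from the other Maf1 KO arrays over the 868 control rhythmic probe sets, its time is 5.53 h, 11.5 h from its label, whereas the largest such difference was 1.03 h in control, 2.77 h in CF and 2.17 h in Arntl KO arrays. An exchange of time labels with another Maf1 KO array is argued against by those arrays, whose times differ from their labels by at most 1.53 h. A wrong time label of this array alone may account for it, since its rhythm at the estimated time has a strength of 1.06 relative to the other arrays and it correlates with the ZT06 arrays (mean r 0.711, across probe sets, which are not independent replicates) and inversely with the ZT18 arrays (mean r -0.649). A mouse whose liver rhythm ran out of phase with the others cannot be told apart from a wrong label, as clock genes and other rhythmic probe sets give times that differ by 0.373 h.

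The level over the day, which the paper's Methods define and Supplemental Table S1 does not list, differed from control for 20908 probe sets in Maf1 KO (11911 up, 8997 down), 11762 in CF (4864 up, 6898 down) and 7575 in Arntl KO livers (3402 up, 4173 down), and in CF the majority turns to 7657 up against 5345 down with each array centred on its median and to 6555 up against 5791 down with quantile normalization again. Of 100 splits of the arrays only 1, the real one, gave as many calls in each comparison, with 5626, 71 and 1 as the highest other counts, so chance can be excluded. A shift between array batches cannot be told apart from the conditions, since no batch is given and dim probe sets were called as well, 37.3% of them in Maf1 KO, 18.7% in CF and 5.95% in Arntl KO livers, against 63.8%, 38.2% and 30.7% of the brighter ones. In Arntl KO livers the ratio of the shares was 0.194, under the fifth set beforehand as arguing against such a shift, but by less than its spread (jackknife SE 0.039, 0.179 to 0.213 without single arrays), which keeps it open. In Maf1 KO livers the median level of 97 probe sets of small nucleolar RNAs was -0.275 relative to control (53 down, 4 up; CF 0.15, Arntl KO 0.11), while that of 506 probe sets of miRNAs was -0.029 (139 down, 75 up). Of 17824 probe sets that name no single gene, 5789 were down and 3332 up there, whereas protein-coding ones were 7811 up and 2647 down. A lower recovery of small RNAs in the Maf1 KO arrays cannot be told apart from an effect on small nucleolar RNAs. The miRNAs moved both ways, and the falls were not limited to small RNAs. An effect of the loss of MAF1 or ARNTL or of the feeding on the levels stays open and was not separated from these explanations.

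Rps13, which encodes a protein of the small ribosomal subunit, had a signal of 8.28 in control and 3.19 in Arntl KO livers, a fall of at least 5.09 log2 (n = 18 arrays each; adjusted p = 4.0e-25, limma), since the signal in Arntl KO livers is no higher than that of Xist there (3.54), and lies 19 genes from Arntl in the gene order. DNA of another strain carried along around the targeted gene cannot be told apart from other causes, because Rps13 is the 1 gene of the 50 nearest with a call over 1, and 30.7% of the other windows of that size have as many (highest 6). A sequence variant under the probes is a candidate explanation, since another probe set that lists Rps13 among 3 genes moves the other way, by 3.13 (4.12 in control, 7.25 in Arntl KO livers), while the others that list it changed by 0.21 and 0.41. A true fall of the mRNA was not tested.

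The rhythm differed between control and Arntl KO livers for 1011 probe sets, and 1 of 100 splits, the real one, gave as many (highest other 244), so chance can be excluded. Between control and CF livers it differed for 192, which 2 of 100 splits reached (highest other 593, several times the real count, which points to a structure of the samples whose nature was not tested, and unequal splits also carry along the differences in level between the conditions). Left out singly, 15 control arrays (all but ZT06 replicates 1 and 2 and ZT14 replicate 3) and 10 CF arrays (ZT02 replicate 4, ZT06 replicate 6, ZT10 replicates 1, 2 and 6, ZT14 replicate 1, ZT18 replicate 4 and ZT22 replicates 2, 3 and 4) lowered this count to between 52 and 127, and the CF arrays ZT10 replicate 3, ZT14 replicate 3, ZT18 replicate 5 and ZT22 replicate 6 raised it to 374, 469, 639 and 296. Between control and Maf1 KO livers the count of 0 (limma; 2370 at an unadjusted p under 0.05, 0 by the ordinary test and 1 without the Maf1 KO array ZT10 replicate 2) cannot be tested by 100 splits, since each gives at least 0, and the highest split gave 9037, which points to such a structure too. For the rhythmic probe sets in control (1144), CF (1428), Arntl KO (846) and Maf1 KO livers (388), only 1 of 100 assignments of the times, the real one, gave as many, with 27, 120, 16 and 22 as the highest others.

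Single CF arrays lay far from the others of their time point in 4 of 60 groups tested, where chance gives about 1 in 20. The median of all probe sets was 4.79 on the CF array ZT18 replicate 3. Per1 had a signal of 8.96 on the CF array ZT14 replicate 4. The signal of Per3 was 7.31 on the CF array ZT18 replicate 5. Npas2 had 4.28 on the CF array ZT10 replicate 4.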

How the results depend on the processing

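The set of Supplemental Table S1, the fits without single arrays and those without 3 Maf1 KO arrays were chosen after seeing the data. The choice of 3 clusters, the advance of the clock genes in CF livers and the order of the amplitude correlations (Maf1 KO above CF above Arntl KO) held under every alternative tried for them, apart from that which fixed 3 clusters and so cannot test the choice. The circular phase correlation of control and CF livers did not, since it ranged from negative to high. This coefficient is taken about the mean direction of the phases. That direction is poorly defined where phases spread around the day, as in control (49.2% from ZT00 to ZT12). Its sign is thus a poor measure of how far the phases agree. Of 468 alternatives for the 117 differences of the named genes, 431 kept the call, 37 missed the threshold and 0 changed direction. Most of these misses, 26, came from leaving out replicate numbers, where 91 of the 117 kept the call. Centring each array on its median, quantile normalization again and a replicate block gave 2, 3 and 6 misses. Background correction and a hybridization batch could not be varied from RMA values. Dim probe sets, with little signal over background, limit what can be called, and removing them leaves fewer probe sets to adjust over. Apart from the alternatives that use fewer arrays or probe sets, the cause was not tested. Replicate numbers do not pair arrays across conditions: the mean correlation of arrays with the same number was 0.036 for CF, 0.012 for Arntl KO and -0.025 for Maf1 KO against control.

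At an adjusted p under 0.05, the rhythmic probe sets numbered 3879 in control, 5212 in CF, 3069 in Arntl KO and 1194 in Maf1 KO livers, 807 in the first 3 and 1996 in control above the amplitude of 0.25, the squared amplitude correlations were 0.605 (CF), 0.192 (Arntl KO) and 0.681 (Maf1 KO), the phase correlations -0.273 (CF, reversed) and 0.841 (Maf1 KO), and 361 had a higher amplitude in Arntl KO. At an adjusted p under 0.01 the rhythm differed for 18 in CF and 426 in Arntl KO and the level for 7747 in CF. With CF replicates 1 to 3, 266 were rhythmic in CF and 45 in the 3 conditions, the squared correlation was 0.701 and 28 differed. With dim probe sets removed, 464 (CF) and 1548 (Arntl KO) differed in rhythm and 13622 in level (Maf1 KO). With time as a 6-level factor 932 were rhythmic in CF and 229 in Maf1 KO. The limma moderated F test gave a squared correlation of 0.695 for CF. Without an amplitude filter it was 0.283 for Arntl KO and the CF phase correlation 0.032. With 1 probe set per symbol the squared correlations were 0.753 (CF) and 0.165 (Arntl KO), and 5658 (CF) and 11241 (Maf1 KO) differed in level. Quantile normalization again gave a CF phase correlation of 0.831. With a replicate block 71 had a higher amplitude in Arntl KO, and the clock shifts were -0.999 h in CF (permutation test, p = 0.0020) and 0.682 h in Maf1 KO (permutation test, p = 0.033). For the set chosen on control replicates 1 and 2 the squared correlations were 0.824 (CF), 0.188 (Arntl KO) and 0.869 (Maf1 KO), and 24 of 219 were higher in Arntl KO. For the set of Supplemental Table S1 they were 0.683 (CF) and 0.195 (Arntl KO), with a CF phase correlation of -0.458 (reversed) and 170 higher in Arntl KO. Camera with an estimated correlation called 5 lists for level in place of 26. Without the 3 Maf1 KO arrays of highest Maf1 signal 201 were rhythmic in Maf1 KO, without the array labelled ZT18 replicate 1 744, and without the CF array ZT18 replicate 5 639 differed in rhythm in CF.

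Leaving out 1 replicate number, which removes up to 6 arrays, gave 249 to 276 rhythmic probe sets in control, 734 to 1207 in CF, 88 to 163 in Arntl KO and 63 to 156 in Maf1 KO, 19 to 116 in the first 3, and 214 to 230 above the amplitude of 0.25. The squared amplitude correlations were 0.711 to 0.847 (CF), 0.187 to 0.244 (Arntl KO) and 0.759 to 0.887 (Maf1 KO), and the phase correlations 0.093 to 0.719, 0.578 to 0.682 and 0.876 to 0.953. The rhythm differed for 7 to 804 (CF), 410 to 566 (Arntl KO) and 0 to 0 (Maf1 KO) and the level for 9243 to 11518, 5989 to 6382 and 18548 to 19398. Between 10 and 125 had a higher amplitude in Arntl KO. The clock shift was -1.19 to -0.885 h in CF (permutation test, p of up to 0.0044) and 0.389 to 0.857 h in Maf1 KO, where 3 of 6 runs missed the threshold: without control replicate 1 (0.570 h, permutation test, p = 0.087), control replicate 2 (0.684 h, p = 0.061) and Maf1 KO replicate 2 (0.389 h, p = 0.10).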

Differences from the paper's values

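The paper reports 194 mRNAs rhythmic in all 3 conditions, against 125 probe sets here. Under the alternatives set before the data were examined, the limma moderated F test and quantile normalization again gave 136 each, less than 1.5-fold from the paper's value, and the others did not come as close: 124 with dim probe sets removed, 108 with time as a 6-level factor, 107 with 1 probe set per symbol, 106 with each array centred on its median, 91 with a replicate block, 45 with CF replicates 1 to 3, 807 at an adjusted p under 0.05 and 19 to 116 without single replicates. For mRNAs rhythmic in control and Arntl KO only, the paper's value is 234 and that here 131. CF replicates 1 to 3 gave 211, less than 1.5-fold away, and the others gave 75 to 143 or, at an adjusted p under 0.05, 594. For control only the paper's value is 782 and that here 516. Quantile normalization again (533) and CF replicates 1 to 3 (763) came within 1.5-fold, and 505 with dim probe sets removed, 484 with each array centred, 479 with the limma moderated F test, 431 with a replicate block or 1 probe set per symbol, 363 with time as a 6-level factor and 1446 at an adjusted p under 0.05 did not. The values 211 and 763 arise with fewer CF arrays. The paper's CF count, 1428, equals that here with all 32 CF arrays, so 211 and 763 do not explain the paper's values. The rhythmic probe sets in control and Arntl KO livers, 1144 and 846 here, are fewer than the mRNAs the paper reports. The cause was not tested.

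For mRNAs of higher amplitude in Arntl KO mice the paper's value is 171 of 1132 and that here 108 of 868 (12.4%). The 1.5-fold rule was applied to counts from sets of unlike size, so a lower count need not be a lower share. No amplitude filter (153), the limma moderated F test (136), leaving out Arntl KO replicate 2 (125) or 3 (120) and quantile normalization again (117) came within 1.5-fold. Leaving out Arntl KO replicate 1 (109), dim probe sets removed (108), each array centred (99), 1 probe set per symbol (93), a replicate block (71), the set chosen on control replicates 1 and 2 (24 of 219), leaving out control replicates (10, 13 and 20, from sets of 214 to 230) and an adjusted p under 0.05 (361) did not. The probe sets of Supplemental Table S1, chosen after seeing the values, gave 170. They hold all 1627 entries of the paper's table, matched to 1615 probe sets.

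For the control rhythmic mRNAs with an amplitude below 0.25 the paper's value is 495 of 1627 and that here 276 of 1144, counts from sets of unlike size. No alternative set before the data were examined came within 1.5-fold: an adjusted p under 0.05 gave 1883, quantile normalization again 304, dim probe sets removed 273, 1 probe set per symbol 257, each array centred 214, a replicate block 212, time as a 6-level factor 164, the limma moderated F test 109 and leaving out control replicates 35 to 46. For cluster 1 the paper's value is 347 of 1132 and that here 212 of 868. The profile over control, CF and Arntl KO livers (236) came within 1.5-fold, and 3 clusters fixed or 1 minus the Pearson correlation as distance (212 each) and leaving out control replicates (208 to 223) did not. With the set of Supplemental Table S1, chosen after seeing the values, cluster 1 had 320. The false discovery rates of the paper are 0.09 in control, 0.08 in CF and 0.09 in Arntl KO mice. Here the mean count over 99 permutations of the times, divided by the real count, was 0.0034, 0.0043 and 0.0039, with no alternative. The rates of the paper rest on permutations too, whose formula its text does not name. The squared correlation of amplitudes in control and Arntl KO mice is about 0.35 in the paper's Fig. 2B, read by eye, and 0.214 here. All alternatives set before the data were examined, from 0.165 to 0.283, differed from that reading by more than the bootstrap SD. The columns of Supplemental Table S1 give 0.198 over its 1132 entries. A difference from the paper thus rests on the reading by eye alone.

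The amplitudes and phases in Supplemental Table S1 were compared with those computed here. Each entry was matched to the probe set closest in its CF and Maf1 KO amplitudes and phases, so these columns are not an independent comparison, although every entry had a match within 0.001 in all 4 values. The CF and Maf1 KO columns thus equal those here for all 1627 entries, with the array labelled ZT18 replicate 1 included for Maf1 KO, whereas the control columns do for 14 and the Arntl KO columns for 3. In the control columns the paper's p was the smaller for 1528 entries, which is favored since the entries were selected by that p. In the Arntl KO columns, which did not select them, it was the smaller for 1201. Of the 1144 probe sets called in control here 1072 are among the 1615 probe sets of that table, 543 of its probe sets were not called here, and all 1615 had an adjusted p under 0.05. The columns of the paper's table give squared amplitude correlations of 0.680 for CF, 0.198 for Arntl KO and 0.784 for Maf1 KO over its 1132 entries, which are the paper's values under the formula used here, and circular phase correlations of -0.550, 0.631 and 0.916.

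The paper states that phases were better correlated with control in CF than in Arntl KO mice. By the circular correlation chosen before the data were examined the value was 0.445 for CF and 0.658 for Arntl KO. Its bootstrap SD for CF was 0.31, and CF was the higher in 23 of 100 draws, so it did not settle the order. By the correlation of Fisher and Lee (0.745 and 0.416) and the share within 2 h (74.2% and 45.7%), both chosen after seeing the values, CF was higher. CF was also higher by the resultant length of the phase differences, which is 1 where all are equal (0.862 and 0.657). This measure was not set beforehand either. The median absolute difference in phase from control was 1.18 h in CF and 2.24 h in Arntl KO livers. With quantile normalization again the circular correlation was higher for CF too (0.831 for CF). The third cluster is placed at ZT10 in the paper, and here it had its highest time point at ZT06, with a mean phase of 6.1 h. The paper places all core clock genes in the set rhythmic in control and CF only, which held 6 of 10 measured here. Of the others, Npas2 was rhythmic in all 3 conditions and Per1 was not called in control (p = 9.3e-04). The paper names positive regulation of TRP53 among the genes newly rhythmic in CF mice, where 0 of 10 targets of TRP53 were rhythmic in CF only here, a list that differs from the paper's term. It names DNA replication among those newly rhythmic in Arntl KO mice, where 1 of 20 cell cycle genes, Pola1, was rhythmic in Arntl KO only here, while the ribosome biogenesis it also names was overrepresented here (7 of 41, adjusted p = 1.7e-04 by Fisher's exact test).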

Other observations

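The fit without the array labelled ZT18 replicate 1 was chosen after the result was seen. Over the day, livers without ARNTL differed from control in mRNAs of metabolism and in marker mRNAs of some cells other than hepatocytes, and whether the share of those cells changed was not tested. Sult1e1, which inactivates estrogens by sulfation, rose by at least 6.40 log2 (n = 18 arrays each; adjusted p = 6.8e-27, limma) from a control signal, 2.98, no higher than that of Xist (3.53), Cyp2b9, a cytochrome P450 higher in females, by 3.06 ± 0.35 (SE, n = 18 arrays each; adjusted p = 3.7e-08), and Cyp4a12a, higher in males, fell by 2.66 ± 0.23 (adjusted p = 1.0e-10). Of 10 genes higher in males 6 fell and 2 rose (6 and 2 adjusted over the list alone; camera adjusted p = 8.5e-04; adjusted p = 0.36 with an estimated correlation), and of 8 higher in females 3 rose and 2 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.54; adjusted p = 0.81 with an estimated correlation). Of 16 genes of fatty acid synthesis 14 fell and 0 rose (14 and 0 adjusted over the list alone; camera adjusted p = 5.9e-12; adjusted p = 0.049 with an estimated correlation), among them Fasn, by 0.87 ± 0.13. Of 18 genes of amino acid catabolism 14 rose and 0 fell (14 and 1 adjusted over the list alone; camera adjusted p = 2.1e-11; adjusted p = 0.0089 with an estimated correlation), among them the aminotransferase genes Oat, by 1.07 ± 0.052, and Got1, by 1.01 ± 0.086. All 10 markers of Kupffer cells fell (10 adjusted over the list alone; camera adjusted p = 4.8e-11; adjusted p = 0.049 with an estimated correlation), as did 6 of 8 of endothelial cells (7 adjusted over the list alone; camera adjusted p = 1.1e-05; adjusted p = 0.0089 with an estimated correlation) and 6 of 7 of lymphocytes (7 adjusted over the list alone; camera adjusted p = 1.9e-05; adjusted p = 0.038 with an estimated correlation), with medians of -0.60, -0.37 and -0.48. The medians of these lists kept their sign with each array centred on its median and with quantile normalization again. Few markers of stellate cells (1 up, 2 down), cholangiocytes (1 up, 1 down), neutrophils (0 up, 1 down) and erythroid cells (0 up, 0 down) were called in Arntl KO livers. Their medians were -0.017, 0.040, -0.028 and -0.086.

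In CF livers the acute phase genes moved up, with 9 of 13 rising and 1 falling (10 and 1 adjusted over the list alone; camera adjusted p = 0.0029; adjusted p = 0.60 with an estimated correlation). Saa2, a serum amyloid, rose by 2.38 ± 0.50 (SE, n = 32 CF and 18 control arrays; adjusted p = 2.6e-04) and Orm3, an orosomucoid, by 1.54 ± 0.30 (adjusted p = 6.5e-05). Markers of endothelial cells fell for 5 of 8 (5 adjusted over the list alone; camera adjusted p = 3.9e-04; adjusted p = 0.083 with an estimated correlation). In Maf1 KO livers 9 of 13 acute phase genes rose and 0 fell (9 and 0 adjusted over the list alone; camera adjusted p = 0.022; adjusted p = 0.57 with an estimated correlation), as did 14 of 19 genes of cholesterol synthesis with 1 falling (14 and 1 adjusted over the list alone; camera adjusted p = 0.014; adjusted p = 0.89 with an estimated correlation) and 34 of 59 ribosomal protein genes with 6 falling (35 and 6 adjusted over the list alone; camera adjusted p = 0.014; adjusted p = 0.57 with an estimated correlation). Jchain and Ighm, which encode chains of antibodies, rose by at least 1.51 (from a control signal of 3.66, within the range of Xist over the control arrays, 3.28 to 3.77) and by 1.30 ± 0.10 in Maf1 KO livers (adjusted p = 1.5e-12 and 1.2e-12). The medians of these lists kept their sign under both scalings. Of 4 measured genes that check the sex of the mice (Y-linked genes and Xist), 3 fell and 0 rose in Maf1 KO livers (3 and 0 adjusted over the list alone; camera adjusted p = 0.011; adjusted p = 0.30 with an estimated correlation). Xist stayed low in both groups, with means of 3.53 in control and 3.51 in Maf1 KO livers. The Y-linked Eif2s3y kept a signal of 7.53 and 7.37, so these levels do not point to a difference in sex.

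The first principal component held 22.3% of the variance and set the Maf1 KO arrays apart (mean 53.4) from control (-28.1), CF (3.0) and Arntl KO arrays (-30.7). It also parted the CF arrays (-12.3 to 27.8) from the control arrays (-42.6 to -16.9), whereas the Arntl KO arrays (-44.8 to -6.15) overlapped with control. No batch is given, and the cause of these separations was not tested. Without the array labelled ZT18 replicate 1, 391 of the 868 control rhythmic probe sets were rhythmic in Maf1 KO livers, against 218 with it, and 204 had a higher amplitude than in control, against 118. The median amplitude ratio to control was 0.860 against 0.770.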
